# Sir2 Acts through Hepatocyte Nuclear Factor 4 to maintain insulin Signaling and Metabolic Homeostasis in *Drosophila*

**DOI:** 10.1371/journal.pgen.1005978

**Published:** 2016-04-08

**Authors:** Rebecca A. S. Palu, Carl S. Thummel

## Abstract

SIRT1 is a member of the sirtuin family of NAD^+^-dependent deacetylases, which couple cellular metabolism to systemic physiology. Although studies in mouse models have defined a central role for SIRT1 in maintaining metabolic health, the molecular mechanisms remain unclear. Here we show that loss of the *Drosophila* SIRT1 homolog *sir2* leads to the age-progressive onset of hyperglycemia, obesity, glucose intolerance, and insulin resistance. Tissue-specific functional studies show that Sir2 is both necessary and sufficient in the fat body (analogous to the mammalian liver) to maintain glucose homeostasis and peripheral insulin sensitivity. Transcriptional profiling of *sir2* mutants by RNA-seq revealed a major overlap with genes regulated by the nuclear receptor Hepatocyte Nuclear Factor 4 (HNF4). Consistent with this, *Drosophila* HNF4 mutants display diabetic phenotypes similar to those of *sir2* mutants, and protein levels for dHNF4 are reduced in *sir2* mutant animals. We show that Sir2 exerts these effects by deacetylating and stabilizing dHNF4 through protein interactions. Increasing *dHNF4* expression in *sir2* mutants is sufficient to rescue their insulin signaling defects, defining this nuclear receptor as an important downstream effector of Sir2 signaling. This study demonstrates that the key metabolic activities of SIRT1 have been conserved through evolution, provides a genetic model for functional studies of phenotypes related to type 2 diabetes, and establishes HNF4 as a critical downstream target by which Sir2 maintains metabolic health.

## Author Summary

The sirtuins are a highly conserved family of deacetylases with targets that range from DNA-associated histones to transcription factors. The activities of these enzymes are dependent upon the energetic state of the cell as they utilize the coenzyme NAD^+^, an important electron carrier in central metabolic pathways. We have found that loss of the *Drosophila* homolog of the founding member of the sirtuin family, *sir2*, leads to age-progressive metabolic disease with symptoms similar to those of type 2 diabetes. In addition, we show that the *Drosophila* HNF4 nuclear receptor is deacetylated and stabilized by Sir2, and that it accounts for a major part of the transcriptional program controlled by Sir2. This work provides a new genetic model of insulin resistance in *Drosophila* and establishes HNF4 as a critical downstream target in the Sir2 signaling pathway.

## Introduction

The incidence of complex metabolic disorders has been on the rise for the past three decades, comprising an epidemic of ever-increasing severity. Much of this can be attributed to an increase in the prevalence of type 2 diabetes accompanied by insulin resistance, the development of which is complex and poorly understood. These trends have prompted widespread changes in public policy and a shift in biomedical research toward improving our understanding of the genetic and environmental factors that contribute to insulin resistance and its progression to a more severe disease state.

One focus for these studies has been the sirtuin family of NAD^+^-dependent deacetylases, which play a central role in coupling metabolic state to systemic physiology. Sirtuin activity is dependent upon the availability of NAD^+^, an important electron carrier that contributes to cellular redox balance, drives mitochondrial oxidative phosphorylation, and acts as an important enzymatic cofactor [1–4]. The founding member of the sirtuin family, yeast Sir2, was discovered based on its role in heterochromatin formation [5–7]. Subsequent studies of the mammalian Sir2 homolog, SIRT1, have defined it as a critical regulator of metabolic homeostasis, acting through multiple protein targets [1–4]. These include Foxo, the nuclear receptors PPARα and LXR, and co-activators such as PGC-1α [8–11]. The multiple downstream targets of SIRT1, combined with its dependence on NAD^+^, establish it as a pivotal energy sensor that couples cellular redox state to metabolic control.

Given the complexity of SIRT1 regulation and function, it is not surprising that genetic studies of SIRT1 in mice have been complicated by environmental factors and genetic background effects, occasionally leading to contradictory results [1, 3]. This has been most evident in the context of aging, where the beneficial effects of SIRT1 remain controversial. In contrast, tissue-specific functional studies of SIRT1, combined with overexpression experiments and pharmacological activation, have established important roles for this factor in maintaining metabolic homeostasis [1, 3, 4]. These include a role in pancreatic beta-cells to promote glucose-stimulated insulin secretion (GSIS) and improve glucose tolerance, as well as activities in peripheral tissues that promote insulin sensitivity [12, 13]. SIRT1 also supports fatty acid oxidation and oxidative phosphorylation in the liver, suppresses hepatic steatosis, and acts in white adipose to suppress lipid accumulation [9]. Conversely, low-level SIRT1 overexpression promotes glucose tolerance, insulin sensitivity, and prevents fatty liver disease, highlighting the beneficial effects of SIRT1 action and supporting the proposal that SIRT1 activation could be of therapeutic value [14–16]. In spite of these advances, however, the molecular mechanisms by which SIRT1 maintains metabolic homeostasis remain unclear [2].

Studies of the *Drosophila* SIRT1 homolog, Sir2, have recently begun to provide a better understanding of its roles in systemic physiology. Null mutants for *sir2* display increased levels of stored lipid, analogous to the role of SIRT1 in suppressing obesity [17, 18]. Elevated free glucose levels were also observed in mutant adults, accompanied by starvation sensitivity [18]. Other metabolic functions for *sir2*, however, have been based on overexpression experiments and RNAi [18, 19]. One of these studies reported that glucose levels are reduced in animals with ubiquitous RNAi against *sir2*, contradicting their data from mutants [18]. The RNAi studies also resulted in only a two-fold reduction in *sir2* expression, leaving it unclear how these results relate to gene function [18, 19]. These concerns, combined with the importance of genetic background on SIRT1 activities, led us to undertake a detailed metabolic analysis of a transheterozygous combination of *sir2* null alleles compared to genetically-matched controls. We show here that loss of *sir2* leads to the age-progressive development of obesity, hyperglycemia, glucose intolerance, and insulin resistance. Tissue-specific RNAi and genetic rescue experiments show that Sir2 function is both necessary and sufficient in the fat body to maintain insulin sensitivity. In addition, our studies show that Sir2 maintains insulin signaling through deacetylation and stabilization of the *Drosophila* ortholog of HNF4A, dHNF4. Sir2 interacts with dHNF4, dHNF4 levels are reduced in *sir2* mutants, and expressing wild-type dHNF4 restores insulin signaling in a *sir2* mutant background. Taken together, our results define dHNF4 as a key downstream target of Sir2 and provide insights into the molecular mechanisms by which Sir2 promotes insulin sensitivity and metabolic health.

## Results

### *sir2* mutants develop age-progressive symptoms of diabetes

Two previously described deletion alleles of *sir2*, *sir2*^*2A-7-11*^ and *sir2*^*4*.*5*^, were used in transheteroallelic combination and compared to genetically-matched controls for all studies [20, 21]. As expected, *sir2* is not expressed in these mutants as assayed by RNA-seq or northern blot hybridization, consistent with their characterization as null alleles (S1A and S1B Fig). 

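The deposited counts for *Sir2* (FBgn0024291), which encodes the protein deacetylase removed by these alleles, were lower in *sir2* mutants than in controls in every library but were not 0. Libraries 0, 1, 2 and 3 of the mutants held 1120, 1331, 923 and 759 alignments, and libraries 0, 1, 2 and 3 of the controls held 2170, 1667, 1419 and 1354. This is 45.5 ± 2.64 CPM (counts scaled to the normalized library size; SD, n = 4) in mutants and 74.0 ± 6.26 CPM (SD, n = 4) in controls. The log2 fold change was −0.70 (standard error 0.08, adjusted p = 0.0029 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An exact two-sided permutation test of the 4 mutant against the 4 control libraries gave p = 0.02857, the smallest p that this design allows. The count is for the whole gene, with no value per exon, so alignments inside and outside the deleted regions are not separated. It also takes in a stretch shared with *DnaJ-H* on the other strand, so these counts do not show that *Sir2* itself is transcribed in the mutants.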

Unless otherwise indicated, adult male flies were used in all experiments, where the age indicated in the figures refers to the number of weeks after eclosion from the pupal case. The *sir2* mutants survive to adulthood and develop starvation sensitivity as previously reported (S1C and S1D Fig) [18, 21]. Basic metabolite measurements, however, reveal that they also display increasing metabolic dysfunction with age in the absence of significant effects on feeding rate (Figs 1 and S1E). At one week of age, *sir2* mutants have elevated levels of both free and circulating glucose as well as glycogen but no significant change in triglycerides (TAG) (Fig 1A–1C; S1F Fig). Elevated glucose and glycogen levels are still present at two weeks of age, but are also accompanied by elevated TAG, which is consistent with the increased lipid levels reported for *sir2* mutants (Fig 1D–1F) [17, 18]. In addition to this obesity, mutants at two weeks of age, but not one week, display fasting hyperglycemia, a hallmark of diabetes (Fig 1G and 1H). This is consistent with the results of metabolomic analysis of *sir2* mutants at two weeks of age, which revealed increased levels of glycolytic intermediates, including glucose-6-phosphate, dihydroxyacetone phosphate, and lactate (S2 Fig). Alternative glucose metabolites also increase significantly, such as the glucose alcohol sorbitol, which can accumulate to high levels in diabetics and may contribute to neuropathy and nephropathy [22].

**Fig 1:**
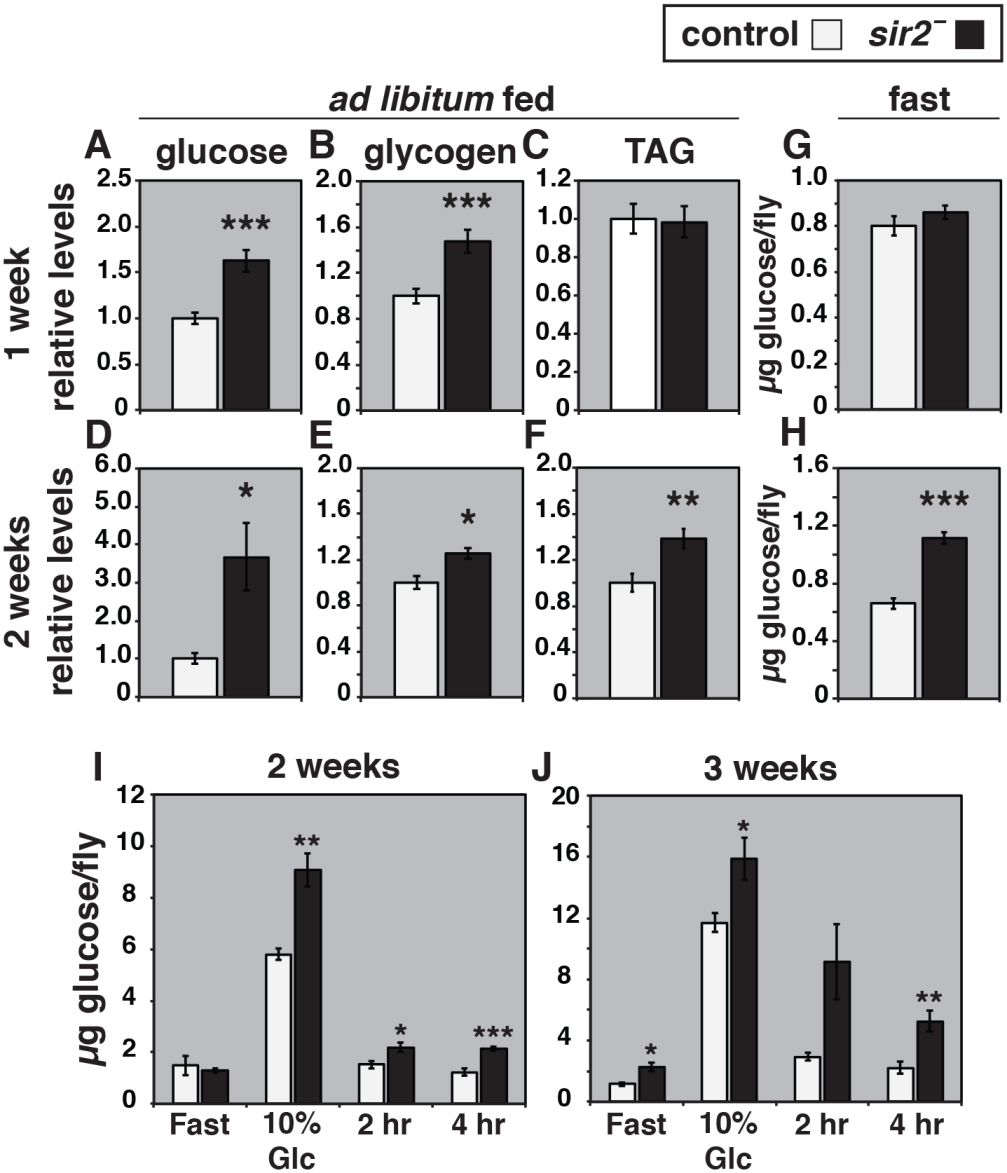
*sir2* mutants display age-dependent obesity and fasting hyperglycemia. Glucose (A,D), glycogen (B,E), and triglyceride (TAG) (C,F) levels were measured in control (white bars) and *sir2* mutants (black bars) at one (A-C) or two (D-F) weeks of age (n = 5–15 for each group). All values are normalized to soluble protein levels. (G-H) Glucose levels were measured in control (white bars) and *sir2* mutants (black bars) after an overnight fast, at one (G) or two weeks of age (H), and normalized to the number of animals (n = 37–43 for each group). An oral glucose tolerance test was performed on two (I) or three week (J) old controls (white bars) or *sir2* mutants (black bars). Animals were fasted overnight, fed on 10% glucose, re-fasted for either 2 or 4 hours, and free glucose levels were measured from whole animal homogenates (n = 5–10 for each group). Although *sir2* mutants do not display fasting hyperglycemia at two weeks of age in panel I, this is an exceptional result that was included because the overall profile of glucose clearance in this experiment best reflects our results from four independent replicates of this glucose tolerance test. The other three assays show fasting hyperglycemia, as depicted in panel H. Error bars are ± SEM. *p<0.05, **p<0.005, ***p<0.0005.

An oral glucose tolerance test was used to determine if these age progressive defects in carbohydrate homeostasis can be accounted for by reduced peripheral glucose uptake. In this assay, male flies are fasted overnight and then allowed to consume 10% glucose for approximately one hour, after which they are transferred back to starvation media for either two or four hours. The kinetics with which they clear glucose from their systems is then monitored by performing glucose assays at each time point. The glucose levels in wild-type animals at both one and two weeks of age return to near fasting levels within two hours after glucose feeding (Fig 1I and 1J). Similarly, although *sir2* mutants at both two and three weeks of age are hyperglycemic after consuming glucose, they display relatively normal kinetics of subsequent glucose clearance at two weeks of age (Fig 1I). They are, however, clearly glucose intolerant by three weeks of age, as demonstrated by the continued high levels of glucose present after two hours of clearance on starvation media (Fig 1J). Taken together with our previous results, this indicates that *sir2* mutants display a progression of symptoms associated with a loss of glycemic control during early adulthood, from elevated levels of free glucose, to fasting hyperglycemia, to glucose intolerance.

### Insulin signaling defects arise in *sir2* mutants due to a loss of insulin sensitivity

The development of diabetic phenotypes in *sir2* mutants with age could arise from a defect in peripheral insulin signaling. To determine if this is the case, we measured the levels of phosphorylated AKT (P-AKT), a downstream target of the insulin receptor, by western blot analysis of extracts from control and *sir2* mutants using a fasting/refeeding paradigm. While *sir2* mutants at one week of age respond normally to feeding by increasing their P-AKT levels, this response is reduced by two weeks of age and almost completely absent by three weeks of age (Fig 2A–2C). Consistent with this result, the Foxo target *4EBP* is incompletely repressed upon feeding in *sir2* mutants as compared to controls at two weeks of age (S3A Fig).

**Fig 2:**
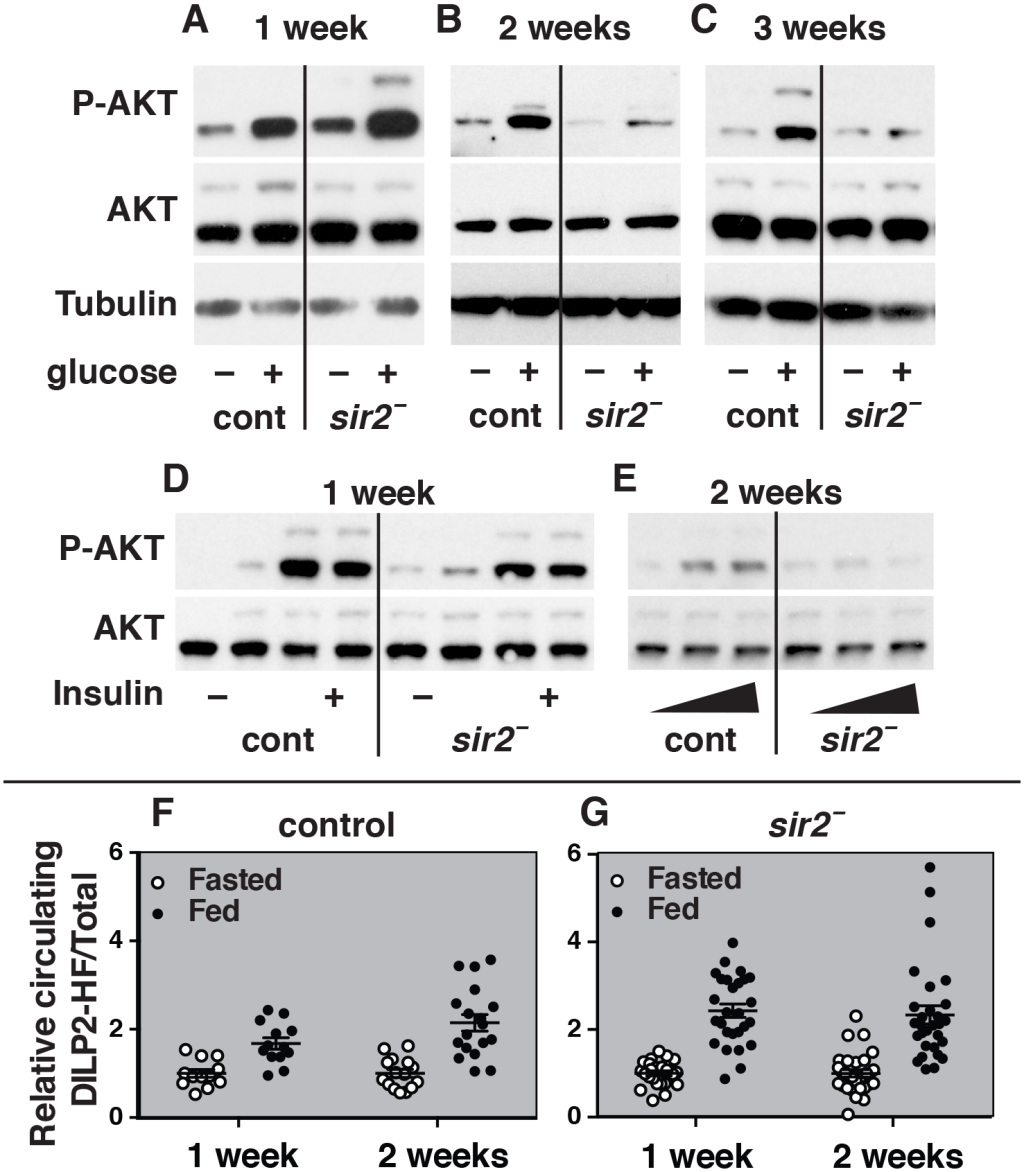
Loss of peripheral insulin signaling in *sir2* mutants is due to defects in insulin sensitivity. (A-C) Protein isolates from control (cont) and *sir2* mutant males (*sir2 –*) were analyzed on western blots using antibodies directed against phosphorylated AKT (P-AKT), total AKT, or Tubulin as a control. Animals were collected at one, two, or three weeks of age following a fasting-refeeding paradigm (–/+ glucose). The ratio of P-AKT levels to total AKT levels in refed controls and *sir2* mutants was quantified using data from three independent experimental replicates. The fold change between these ratios in mutants and controls is as follows, representing the mean ± SEM: (A) one week of age 0.8±0.3 (NS), (B) two weeks of age 0.2±0.06 (p = 0.005), (C) three weeks of age 0.1±0.08 (p = 0.008). (D,E) Insulin tolerance tests were performed at one (D) or two weeks (E) of age by comparing P-AKT levels after injection of bovine insulin (–/+ insulin, D; increasing insulin, E) following a fast. The ratio of P-AKT levels to total AKT levels in injected controls and *sir2* mutants was quantified using data from two biological replicates for each insulin concentration. The fold change between these ratios in mutants and controls is as follows, representing the mean ± SEM. (D) One week of age (- insulin) 3.3±1.5, (+ insulin) 0.7±0.01, two-way ANOVA between genotypes across insulin concentrations (NS). (E) Two weeks of age with increasing insulin concentrations, 1.0±0.6, 0.2±0.1, 0.3±0.2, two-way ANOVA between genotypes across insulin concentrations (p<0.05). (F,G) The amount of circulating DILP2 in controls (open circles) or *sir2* mutants (black circles) was determined using an ELISA assay following a fasting-refeeding paradigm. Each data point represents a single biological replicate (n = 10 flies/sample, n = 12–30 samples/group). Data is normalized to the fasting state for each experiment and presented as a scatter plot with the mean ±SEM indicated. Quantification of the fold-change in secreted DILP2 levels from the fasted to fed state is: one week controls: 1.0±0.09 to 1.7±0.1, two week controls: 1.0±0.2 to 2.2±0.2, one week *sir2* mutants: 1.0±0.07 to 2.5±0.2, two week *sir2* mutants: 1.0±0.08 to 2.7±0.4. In both controls and *sir2* mutants, there is a significant increase in DILP2 secretion in fed versus fasted animals (p<0.0001), but not between one and two weeks of age, as determined by two-way ANOVA. *sir2* mutants at one week of age have a stronger induction of DILP2 secretion in response to feeding than do controls (p = 0.008), while at two weeks the difference is not significant as determined by two-way ANOVA.

A decrease in insulin signaling could be due to a defect in either insulin sensitivity or insulin secretion. As expected, both controls and *sir2* mutants at one week of age have increased P-AKT in response to injected insulin, consistent with the activation of insulin signaling in response to dietary glucose (Fig 2A and 2D). In contrast, while control flies at two weeks of age continue to show increasing levels of P-AKT with increasing concentrations of injected insulin, *sir2* mutants fail to respond (Fig 2E). This indicates that *sir2* mutants are insulin resistant by two weeks of age.

We also measured secreted levels of *Drosophila* insulin-like peptide 2 (DILP2) in control and *sir2* mutants to determine if reduced DILP2 secretion could contribute to their defects in insulin signaling [23]. This study revealed that circulating DILP2 increases with age in both fasting and fed controls, and increases approximately two-fold in response to feeding (Fig 2F and 2G; S3B and S3C Fig), consistent with published wild-type responses [23]. Similar responses were seen in *sir2* mutants under these conditions at both one and two weeks of age (Fig 2F and 2G; S3B and S3C Fig). Taken together, these results indicate that defects in peripheral insulin sensitivity, but not insulin secretion, can account for the reduced insulin signaling in *sir2* mutants.

### Sir2 acts in the fat body to maintain insulin sensitivity and metabolic homeostasis

The GAL4/UAS system was used to determine where Sir2 is necessary and/or sufficient to regulate metabolic homeostasis using tissue-specific RNAi and rescue experiments. Ubiquitous expression of a *sir2* RNAi construct efficiently eliminates *sir2* mRNA as assayed by northern blot hybridization, indicating that this approach provides a strong loss of *sir2* function (S4A Fig). Driving the expression of this construct in the fat body, but not the muscles, intestine, insulin producing cells (IPCs), or AKH-producing cells, disrupts insulin signaling and leads to hyperglycemia (Fig 3A and 3B). Consistent with this, tissue-specific expression of a wild-type *UAS-sir2* construct in the fat body of *sir2* mutants is sufficient to restore insulin signaling in peripheral tissues, with no rescue seen upon expression of *sir2* in the muscles or IPCs (Fig 3C). In addition, expression of *sir2* in the fat body, but not the muscle or IPCs, is sufficient to rescue the obesity of mutant animals, as reported previously (S4B Fig) [18]. Moreover, GAL4-driven expression of *sir2* in the fat body of wild-type animals is sufficient to reduce TAG levels, consistent with previous reports of *SIRT1* overexpression in mice (S4C Fig) [24]. These results define a central role for Sir2 in the fat body to regulate insulin signaling and suppress obesity and hyperglycemia. Given that the fat body performs functions analogous to the mammalian liver and white adipose tissue, these results are consistent with *Sirt1* studies in mice and suggest the *Drosophila* provides a valuable model to determine the molecular mechanisms by which this sirtuin promotes a healthy metabolic state.

**Fig 3:**
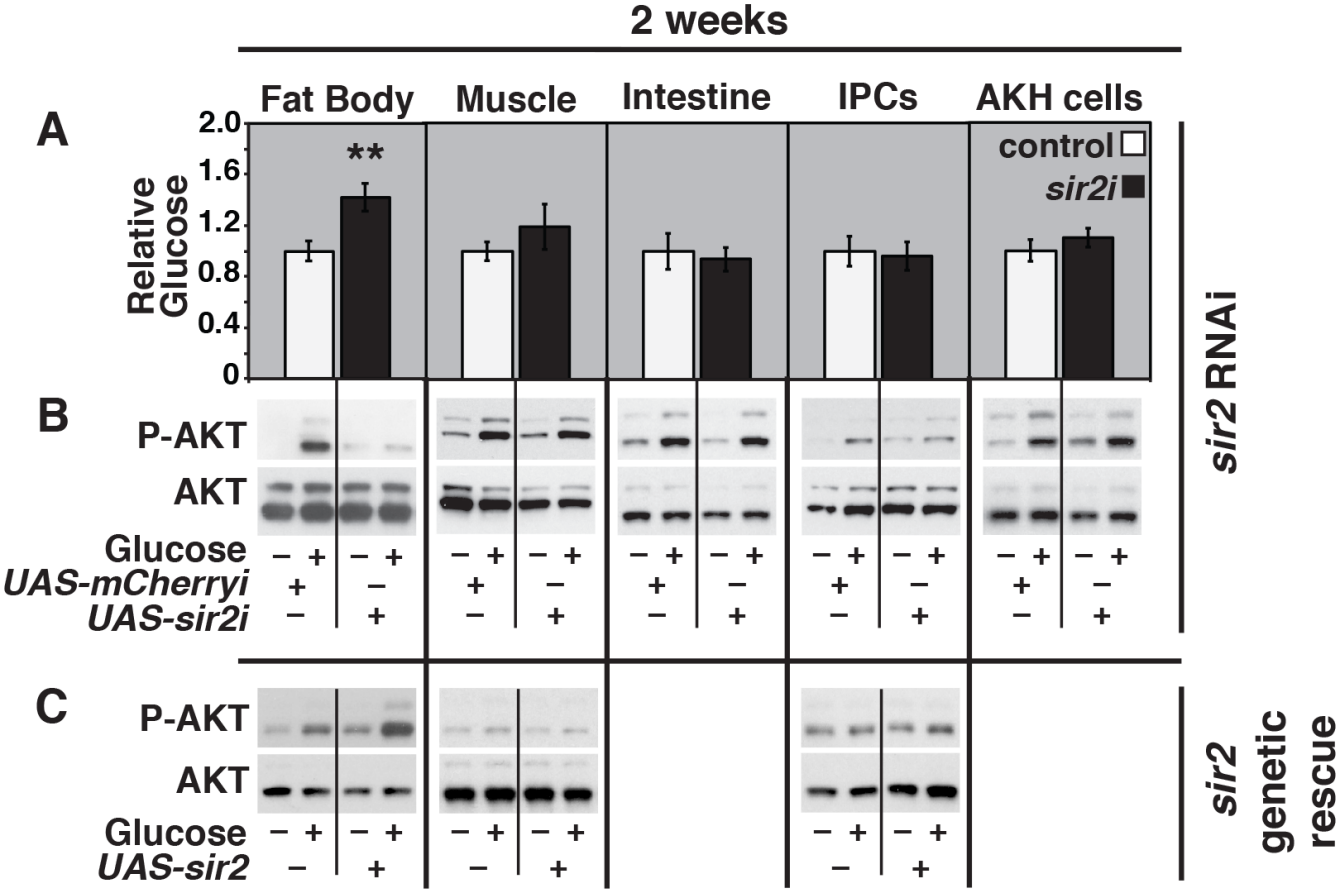
Sir2 acts in the fat body to regulate glucose homeostasis and insulin sensitivity. (A,B) Tissue-specific UAS-driven RNAi was directed against *mCherry* as a control (control, white bars) or *sir2* (*sir2i*, black bars) using the following GAL4 drivers: *r4-GAL4* (fat body), *mef2-GAL4* (muscle), *mex-GAL4* (intestine), *dilp2-GAL4* and *UAS-dcr2* (IPCs), or *AKH-GAL4* (AKH-producing cells). (A) Glucose levels were measured in two week old animals of each genotype and normalized to protein levels (n = 6–21 for each group, 5 males/sample). mean ± SEM is depicted. (B) Protein isolates from two week old animals of each genotype were analyzed on western blots using antibodies directed against phosphorylated AKT (P-AKT) or total AKT, following a fasting-refeeding paradigm (–/+ glucose). The ratio of P-AKT levels to total AKT levels in refed controls and *sir2* RNAi animals was quantified using data from three independent experimental replicates, except for *mef2-GAL4*, which had two replicates. The fold change between these ratios in *sir2* RNAi and control animals is as follows, representing the mean ± SEM: *r4-GAL4* 0.2±0.1 (p = 0.02), *mef2-GAL4* 1.7±0.5 (NS), *mex-GAL4* 0.9±0.2 (NS), *dilp2-GAL4>UAS-dcr2* 1.6±0.6 (NS), and *AKH-GAL4* 1.3±0.2 (NS). (C) Protein isolates were prepared from two week old *sir2* mutants carrying the following GAL4 drivers: *r4-GAL4* (fat body), *mef2-GAL4* (muscle), or *dilp2-GAL4* (IPCs), in either the absence or presence of a *UAS-sir2* rescue transgene (–/+ *UAS-sir2*). Equal amounts of protein were analyzed on western blots using antibodies directed against phosphorylated AKT (P-AKT) or total AKT, following a fasting-refeeding paradigm (–/+ glucose). The ratio of P-AKT levels to total AKT levels in refed controls (GAL4 driver/+ in *sir2*^*2A-7-11/4*.*5*^ mutants) and rescued *sir2* mutants (GAL4 driver/+, *UAS-sir2/+*, *sir2*^*2A-7-11/4*.*5*^) was quantified using data from two independent experimental replicates. The fold change between these ratios in *sir2* rescue and controls is as follows, representing the mean ± SEM: *r4-GAL4* 2.1±0.06 (p = 0.04), *mef2-GAL4* 0.9±0.2 (NS), *dilp2-GAL4* 0.9±0.1 (NS). **p<0.005.

### Sir2 regulates metabolic gene expression

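Genome-wide transcript abundance was measured by RNA-seq in RNA from 4 control samples and 4 *sir2* mutant samples, all collected at 2 weeks of age and described by the submitters as independent biological replicates. Polyadenylated RNA was selected with oligo dT, and single reads were sequenced from a kit that does not keep the strand. The authors aligned the reads to the dm3 build of the *D. melanogaster* genome with Novoalign, counted the alignments that overlap each gene by at least 1 base pair, and compared the groups with DESeq; versions are not given in the sources used here. The deposited table gives raw counts for 12398 genes and numbers the libraries of each group from 0 to 3, and each library is named here by that number. Total counts were 26977171, 21116520, 19960357 and 20445588 in control libraries 0, 1, 2 and 3, and 24443979, 29613656, 18880309 and 18135191 in mutant libraries 0, 1, 2 and 3. From these counts, log2 fold changes of mutant over control and their p-values were computed with edgeR's quasi-likelihood test after TMM normalization, over the 12374 genes that passed edgeR's filter on low counts. No libraries of a group were copies of each other, since the chi-square per degree of freedom between libraries of 1 group was 8.68 to 94.6. The first principal component of the log2 CPM values held 42.6% of the variance and set both libraries numbered 3 apart at 1 end. Scores were 36.7 in control library 3 and 24.6 in mutant library 3. Mutant library 0 lay at the other end, at −28.6, and the others at −12.5 to −3.26. The second component held 37.5% and separated the genotypes, with scores of 14.1 to 20.6 in mutants and −22.3 to −8.89 in controls. Because the library numbered 3 stands apart in both groups, counts of changed genes are also given without these 2 libraries. This choice was made after seeing the data, and mutant library 0 was kept in it.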

As a first step to define the mechanisms by which Sir2 maintains metabolic homeostasis, we conducted RNA-seq analysis using quadruplicate RNA samples from control and *sir2* mutants at two weeks of age. A total of 400 genes were identified as differentially expressed in *sir2* mutants (≥1.5-fold change, *p*-value <0.05), with 312 genes down-regulated and 88 genes up-regulated (S1 Table). 

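At the paper's thresholds, 288 genes were lower and 78 were higher in *sir2* mutants, and 493 were lower and 143 higher with no threshold on the fold change. The fold threshold was applied here to edgeR's log2 fold changes, and the paper's ratios are on a different scale. Among genes with a mean of at least 50 counts whose mutant and control libraries did not overlap, the largest decreases were in *Lsp1alpha* and *Lsp2*, which encode larval serum storage proteins, with log2 fold changes of −4.93 and −2.80, in *CG12896* (−4.28), in the Jonah proteases *Jon65Aii* (−3.56) and *Jon66Ci* (−2.71), in *CG12934* (−3.21), in the Turandot stress genes *TotX* (−2.46) and *TotC* (−2.40), in *CG8012* (−2.30) and in the neuropeptide-like precursor *Nplp3* (−2.30). The largest increases were in the trypsin genes *epsilonTry* (7.70) and *betaTry* (3.45), in *nimC4* (3.27), a receptor gene for engulfment of apoptotic cells, in *CG12826* (2.98), *CG9733* (2.60), *CG9701* (2.13), *CG9080* (2.12), *CG34227* (1.81), the cold-induced gene *Fst* (1.94) and the antimicrobial peptide gene *Def* (1.77). *epsilonTry* had 2, 5, 2 and 6 counts in control libraries 0, 1, 2 and 3 and 513, 1165, 523 and 1038 in mutant libraries 0, 1, 2 and 3. It lies at 7232734 to 7233567 on chromosome arm 2R next to *betaTry* (7233844 to 7234641), a similar gene. Its counts were 0.149 to 0.436% of those of *betaTry* in controls and 5.07 to 7.44% in mutants, so a constant share of misplaced *betaTry* reads would not give the mutant counts. *alphaTry* lies on the other side of *epsilonTry*, at 7231756 to 7232620. It was at 1442 ± 177 CPM in controls and 1518 ± 91.1 CPM in mutants (SD, n = 4), and misplaced reads of it were not tested. Also on 2R, *CG9080* and *CG34227* start at 7129250 and 7135631, and the lower genes *CG12934* and *CG12896* at 6536417 and 6314385. Whether position links these changes was not tested. Calls are at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the adjusted p was 4.6e-05 for *CG12934*, 0.00037 for *epsilonTry* and 0.0482 for *Nplp3*.
Leaving out 1 library changed the calls of 5 of these genes in the same edgeR test, with an adjusted p up to 0.11 for *TotC* (without mutant library 1, 2 or 3 or control library 0, 1 or 2), 0.15 for *Nplp3* (mutant 0, 1 or 2 or control 1 or 2), 0.089 for *nimC4* (mutant 1 or 2 or control 0, 1 or 2), 0.071 for *Fst* (mutant 1 or 2 or control 1) and 0.052 for *CG12826* (control 1). The number of lower genes at the paper's thresholds was 160, 170, 179 and 180 without mutant library 1, mutant library 2, control library 1 and control library 2, and the number of higher genes was 48, 49, 47 and 48. Without mutant library 3 and without control library 3, 121 and 120 genes were higher. With no threshold on the fold change, the lower genes numbered 227 and 237 without mutant libraries 1 and 2 and 306, 248 and 258 without control libraries 0, 1 and 2, and the higher genes 60, 60, 78, 60 and 61. Without mutant library 3 and without control library 3, the higher genes numbered 258 and 244. Without both libraries numbered 3, 533 genes were lower and 162 higher at the paper's thresholds, among them 278 of the 288 and 76 of the 78, and 1204 and 603 with no threshold on the fold change.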

Gene ontology analysis revealed that the down-regulated genes are enriched in pathways related to the metabolic defects in *sir2* mutants, including proteolysis, lipolysis, carbohydrate metabolism, and genes involved in redox homeostasis, while many up-regulated genes are involved in *Drosophila* defense responses (S5 Fig) [25]. This could be analogous to the known role for Sirt1 in suppressing adipocyte inflammation and could contribute to the fat body-specific functions for *sir2* [26]. In addition, genes that are expressed at high levels in the intestine are enriched in the Sir2 down-regulated gene set, suggesting that this factor plays an important role in this tissue [27].

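In Fisher's exact test, genes for digestive proteases and cytochrome P450 oxidases were more often lower in *sir2* mutants than other genes. So were genes of gluconeogenesis, glycogen, trehalose and polyol metabolism, called sugar and polyol genes below, whereas the lipase list did not pass. None of these calls held in camera, a test that allows for correlated genes, when the correlation was estimated (adjusted p = 0.52 with an estimated correlation for the proteases, 0.22 for the sugar and polyol genes and 0.18 for the P450 genes), and the sugar and polyol call also ended without some single libraries. Of 25 digestive serine proteases, 7 were lower and 2 higher (8 and 2 when adjusted over the list alone), with the Jonah protease *Jon99Fi* at a log2 fold change of −1.86 and *Jon65Aiv*, picked after its value was seen, at −0.77, and with *betaTry* and *epsilonTry* as the higher genes. Of 47 lipases, 6 were lower (9 lower and 2 higher when adjusted over the list alone), among them *CG5162* (−0.85) and *Lip4* (−0.54). Of 16 genes of gluconeogenesis, glycogen, trehalose and polyol metabolism, 4 were lower (6 lower and 1 higher when adjusted over the list alone), *Gpdh* (−0.92), which encodes glycerol-3-phosphate dehydrogenase, *CG6904* (−0.49, glycogen synthase), *GlyP* (−0.38, glycogen phosphorylase) and *CG33138* (−0.29, glycogen branching enzyme), the last named after its value was seen. Among all 16 values, 10 were below 0 and 6 above. Of 82 cytochrome P450 genes, 15 were lower and 2 higher (29 and 5 when adjusted over the list alone), with *Cyp6a20* at −0.86, *Cyp6a23* at −0.72, *Cyp6a8* at 1.53 and *Cyp6g2*, named after its value was seen, at 0.82. The smaller lists had few calls: 2 of 15 glycolytic genes were lower, *Gapdh1* (−0.36) and *Pgk* (−0.24), or 4 when adjusted over the list alone, and of 14 maltases and amylases edgeR called 0 (1 lower and 1 higher when adjusted over the list alone; 2 at an unadjusted p under 0.05; 1 lower and 1 higher with DESeq2). The paper named proteolysis, lipolysis and carbohydrate metabolism from these same samples, so the counts are not independent evidence of a direction.
A one-sided Fisher's exact test of each list against all genes tested gave, for lower genes, a Benjamini-Hochberg adjusted p of 0.00039 for the proteases, 2.1e-05 for the P450 genes, 0.023 for the sugar and polyol genes, 0.063 for the lipases and 0.44 for glycolysis. Camera at the preset correlation gave an adjusted p of 0.0028 for the proteases, 3.5e-08 for the P450 genes, 0.0057 for the sugar and polyol genes and 0.00011 for the lipases, which did not pass with an estimated one (adjusted p = 0.28 with an estimated correlation). The call for the sugar and polyol genes was lost without mutant library 0, 1 or 2 (adjusted p of 0.37, 0.29 and 0.28 in Fisher's exact test) and without control library 1 (0.22), and with calls at the paper's thresholds (0.86), whereas the lower lipases reached 0.0050 without mutant library 3, 0.0096 with DESeq2 and 0.035 at the paper's thresholds, and the higher proteases 0.043 without control library 1 (0.15 with all libraries). *Pgk* had an edgeR adjusted p of 0.0499 and lost its call without any 1 library but control library 3 (adjusted p up to 0.15), and *Gapdh1* without mutant library 1 or 2 or control library 0 or 1 (up to 0.063). *GlyP* lost it without mutant library 0, 1 or 2 or control library 1 (up to 0.085), *CG33138* without mutant library 0, 1 or 2 or control library 0, 1 or 2 (up to 0.096), and *Cyp6g2* without mutant library 1 or 2 or control library 0 or 2 (up to 0.063). Protease genes lay above the mean of their group in both libraries numbered 3, by a median log2 value of 0.69 in the mutant and 0.64 in the control. Without these 2 libraries, 10 proteases, 19 lipases, 9 sugar and polyol genes, 4 glycolytic genes and 35 P450 genes were lower, and 2 proteases, 3 lipases, 1 sugar and polyol gene, 4 P450 genes and 2 maltases and amylases were higher. From the enriched gene ontology categories, the paper relates the down-regulated genes to the metabolic defects of *sir2* mutants, and states that many up-regulated genes act in defense responses.

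**Figure D1:**
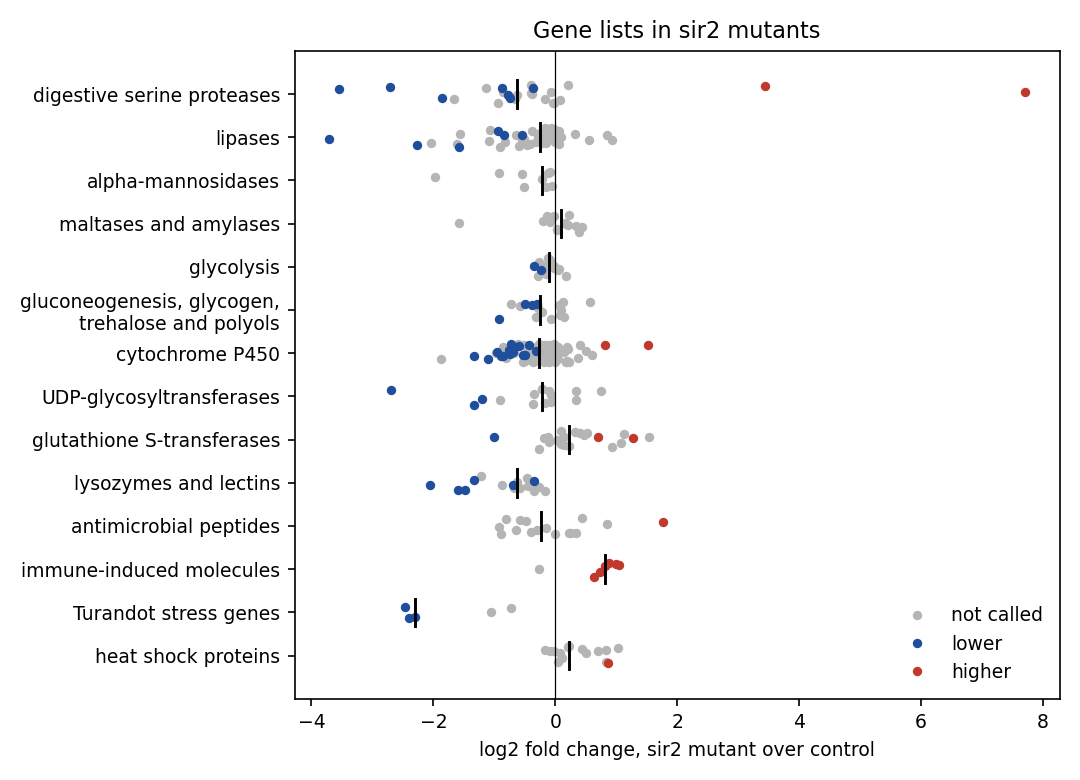
Log2 fold change of *sir2* mutant over control for each tested gene of 14 lists. Each point is a gene, colored by its call at an edgeR adjusted p under 0.05, and the vertical black bar is the median of the list. The immune-induced molecules sit to the right of 0 except for 1 gene, all lysozyme, lectin and Turandot genes sit to the left, and *epsilonTry* lies at 7.70.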

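Lysozyme and lectin genes, several of them midgut genes, were more often lower in *sir2* mutants than other genes, and 1 of the other midgut markers was called. Of 17 lysozymes and lectins, 6 were lower and 11 did not pass the test (12 lower when adjusted over the list alone), and all 17 log2 fold changes were below 0. *lectin-24Db* fell from 32.1 ± 8.23 to 10.6 ± 0.800 CPM (SD, n = 4), a log2 fold change of −1.59, and *LysC* and *LysD* had −1.48 and −1.34. *LysC* and *LysD* are near-identical and also overlap on opposite strands of 3L (1210485 to 1210971 and 1210725 to 1211196). Their reads cannot be told apart without strand, so their calls are not separate results. The list tests below count them as 2 genes and were not repeated with them merged. Of 12 midgut genes other than proteases, such as enterocyte membrane proteins and midgut transcription factors, 1 was lower, *bbg* (−0.37), or 2 when adjusted over the list alone, and 9 of the 12 values were below 0, with a median of −0.28. The adjusted p was 0.0033 for *lectin-24Db*, 0.0124 for *LysC* and 0.0358 for *bbg* from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Fisher's exact test gave an adjusted p of 0.00039 for lower genes among the lysozymes and lectins and 0.93 among the other midgut genes, and camera gave an adjusted p = 0.037 with an estimated correlation for the first list. For the other midgut genes camera's adjusted p was 0.041 at the preset correlation and 0.28 with an estimated correlation, and the difference between both lists was not tested. Without mutant library 0, 1 or 2 the first was 0.098, 0.95 and 0.99, and without control library 2 it was 0.32. *LysC* lost its edgeR call without mutant library 1 or 2 (adjusted p up to 0.059), *LysD* without mutant library 0, 1 or 2 or control library 2 (up to 0.076), and *bbg* without mutant library 0, 1 or 2 or control library 0, 1 or 2 (up to 0.12). Without both libraries numbered 3, 14 lysozymes and lectins and 4 other midgut genes were lower.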

Because transcription factors are prominent targets of Sirt1 regulation, we compared our RNA-seq dataset from *sir2* mutants with similar datasets for *Drosophila* transcription factors that control metabolism and insulin signaling. A small, but significant overlap is seen with genes regulated by the LXR homolog DHR96 in adults (15% of the 136 DHR96-regulated genes; Fig 4A), consistent with the known associations between Sirt1 and LXR [11, 28]. Similarly, we saw a significant overlap between genes that are expressed at reduced levels in *sir2* mutants and genes that increase their expression in *foxo* mutants (18% of the 312 *sir2*-down-regulated genes; Fig 4B) [29]. This is consistent with the decreased insulin signaling in *sir2* mutants as well as the known interactions between mammalian Sirt1 and Foxo [8]. Most remarkably, however, we saw a major overlap with genes regulated by the dHNF4 nuclear receptor, where more than 30% of the genes down-regulated in *sir2* mutants are also down-regulated in *dHNF4* mutants and nearly 60% of the genes up-regulated in *sir2* mutants are up-regulated in *dHNF4* mutants (Fig 4C and 4D) (W. Barry and C.S Thummel, manuscript in revision). This observation suggests that dHNF4 represents a major downstream target for Sir2 regulation in *Drosophila*.

**Fig 4:**
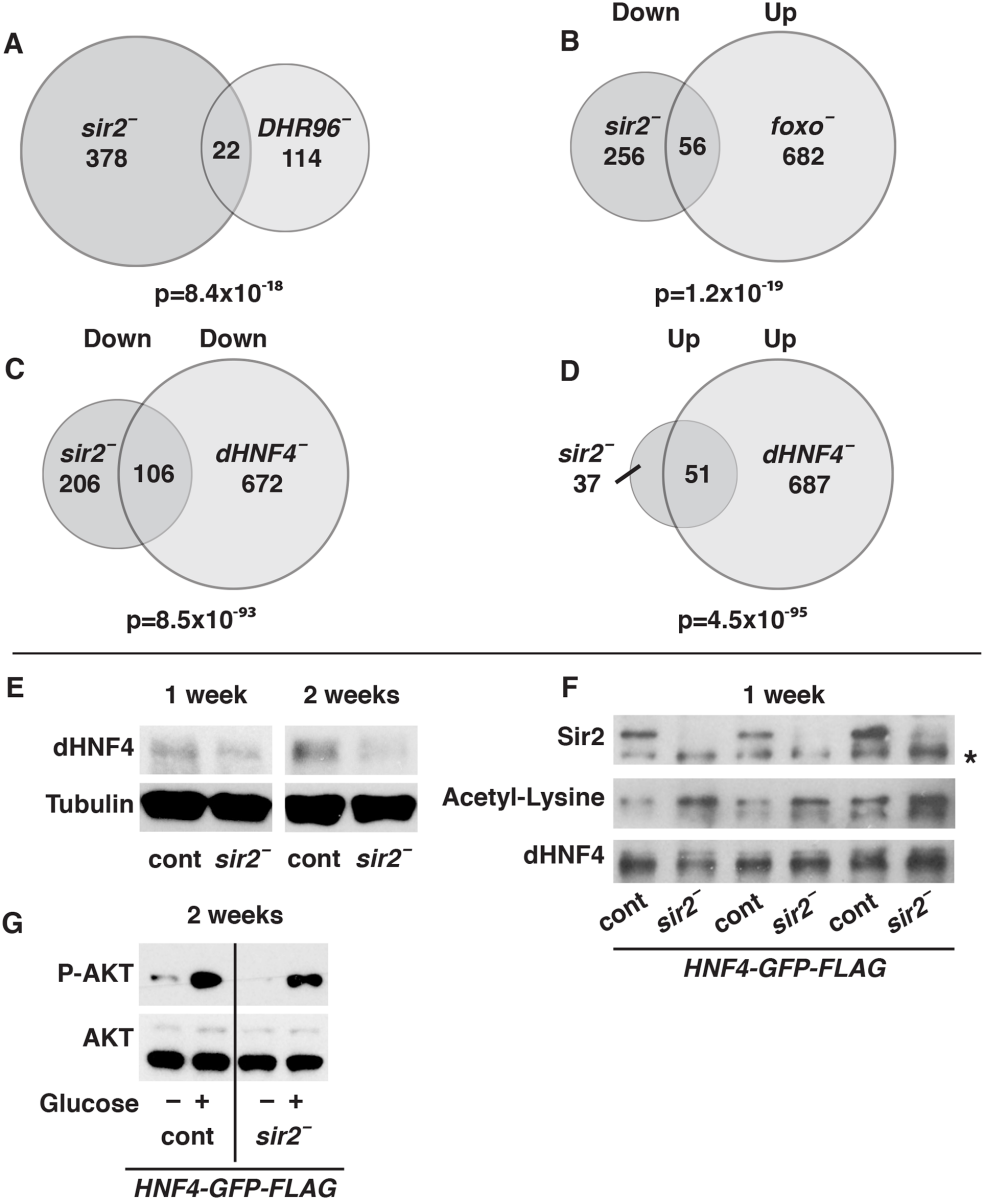
Sir2 acts through dHNF4 to maintain peripheral insulin signaling. Venn diagrams are shown depicting comparisons between (A) the genes regulated by *sir2* and *DHR96* mutants [28], (B) genes down-regulated in *sir2* mutants and up-regulated in *foxo* mutants [29], (C) genes down-regulated in both *sir2* and *dHNF4* mutants, and (D) genes up-regulated in both *sir2* and *dHNF4* mutants (W. Barry and C.S. Thummel, manuscript in revision). P-values were generated using a chi-square test, indicating the likelihood of the overlap by chance, given the number of genes in the *Drosophila* genome and the number of genes in each group. (E) Protein from control (cont) and *sir2* mutant (*sir2 –*) adult males were isolated at either one or two weeks of age and analyzed on western blots using antibodies against dHNF4 or tubulin as a loading control. The ratio of HNF4 protein levels to tubulin levels in each sample was quantified using data from three independent experimental replicates. The fold change between these ratios in *sir2* mutants and controls is as follows, representing the mean ± SEM: one week 0.7±0.01 (p = 0.0004), two weeks 0.3±0.03 (p = 0.002). (F) Protein extracts were prepared from controls (cont) or *sir2* mutants (*sir2*^*–*^) at one week of age carrying two copies of a genomic dHNF4 rescue construct tagged with GFP and FLAG (2X *HNF4-GFP-FLAG*). dHNF4 protein levels were normalized by loading a larger volume of *sir2* mutant lysates than controls after anti-FLAG immunoprecipitation. Extracts were analyzed on western blots using antibodies directed against Sir2, acetyl-lysine, or dHNF4. A background band detected by the Sir2 antibodies is marked (*). The ratio of acetylated HNF4 levels to total HNF4 levels in *sir2* mutants and controls was quantified using data from four independent experimental replicates. The fold change between these ratios in controls and mutants is 3.2±0.8 (p = 0.02), representing the mean ± SEM. (G) Protein isolates were prepared from controls (cont) and *sir2* mutants (*sir2*^*–*^) carrying two copies of the genomic dHNF4 rescue construct at two weeks of age, following a fasting-refeeding paradigm (–/+ glucose). These samples were analyzed on western blots using antibodies directed against phosphorylated AKT (P-AKT) or total AKT. The ratio of P-AKT levels to total AKT levels in refed controls and *sir2* mutants was quantified using data from four independent experimental replicates. The fold change between these ratios in controls and mutants is 2.1±1.1 (NS), representing the mean ± SEM.

### Sir2 interacts with dHNF4 and promotes its deacetylation

The simplest explanation for the large overlap between the genes regulated by *sir2* and *dHNF4* is that dHNF4 protein levels are reduced in *sir2* mutants. This is indeed the case as assayed by western blot, with an approximately 3-fold reduction in protein levels by two weeks of age, accompanied by a 1.7-fold reduction in *dHNF4* mRNA, with more mild effects in younger flies (Fig 4E; S6A Fig). Mammalian HNF4A can be regulated by acetylation, and lysines that are targets for this modification are conserved in *Drosophila* (S6B Fig) [30]. Consistent with this, when FLAG-tagged dHNF4 is immunoprecipitated and the levels of this protein are equalized between *sir2* mutants and controls, there is a 3-fold increase in the proportion of immunoprecipitated protein that is acetylated in *sir2* mutants (Fig 4F). Sir2 protein is also present in this immunoprecipitate, indicating that these factors interact physically (Fig 4F). Taken together, these results support the model that Sir2 interacts with dHNF4 to direct its deacetylation and maintain its stability.

### Expression of *dHNF4* in *sir2* mutants is sufficient to rescue insulin signaling

The reduced levels of dHNF4 protein in *sir2* mutants combined with the large overlap between the dHNF4 and Sir2-regulated gene sets suggests that Sir2 stabilizes and promotes the function of dHNF4. Consistent with this, ectopically increasing the levels of dHNF4 protein by crossing two copies of a genomic dHNF4-GFP-FLAG transgene into the *sir2* mutant background is sufficient to restore normal insulin signaling responses in these animals (Fig 4G). It is not sufficient, however, to rescue the hyperglycemia and elevated glycogen levels in *sir2* mutants (S6C and S6D Fig). We therefore conclude that some, but not all of the diabetic defects observed in *sir2* mutants are due to a reduction in dHNF4 levels.

## Discussion

Here we show that *sir2* mutants display a range of metabolic defects that parallel those seen in mouse *Sirt1* mutants, including hyperglycemia, lipid accumulation, insulin resistance, and glucose intolerance [1–3]. These results suggest that the fundamental metabolic functions of Sirt1 have been conserved through evolution and that further studies in *Drosophila* can be used to provide insights into its mammalian counterpart. An additional parallel with Sirt1 is seen in our tissue-specific studies, where we show that *sir2* function is necessary and sufficient in the fat body to maintain insulin signaling and suppress hyperglycemia and obesity, analogous to the role of Sirt1 in the liver and white adipose [9, 13, 24]. These results are also consistent with published studies of insulin sensitivity in *Drosophila*, which have shown that the fat body is the critical tissue that maintains glucose and lipid homeostasis through its ability to respond properly to insulin signaling [31, 32].

Our studies also define the dHNF4 nuclear receptor as a major target for Sir2 regulation. Consistent with this, *dHNF4* mutants display a range of phenotypes that resemble those of *sir2* mutants, including hyperglycemia, obesity, and glucose intolerance [33] (W. Barry and C.S. Thummel, manuscript in revision). As expected, these defects are more severe in *dHNF4* loss-of-function mutants, consistent with *sir2* mutants only resulting in a partial loss of dHNF4 protein. Sir2 interacts with dHNF4 and appears to stabilize this protein through deacetylation. This is an established mechanism for regulating protein stability, either through changes in target protein conformation that allow ubiquitin ligases to bind prior to proteasomal degradation, or through alternate pathways [34]. Further studies, however, are required to determine if this is a direct protein-protein interaction or part of a higher order complex.

Although two papers have shown that mammalian Sirt1 can control HNF4A transcriptional activity through a protein complex, only one gene was identified as a downstream target of this regulation, *PEPCK*, leaving it unclear if this activity is of functional significance [10, 30]. Our study suggests that this regulatory connection is far more extensive. The observation that one third of the genes down-regulated in *sir2* mutants are also down-regulated in *dHNF4* mutants (including *pepck*, S6A Fig), and most of the genes up-regulated in *sir2* mutants are up-regulated in *dHNF4* mutants, establishes this nuclear receptor as a major downstream target for Sir2 regulation. It will be interesting to determine if the extent of this regulatory connection has been conserved through evolution.

Despite this regulatory control, the over-expression of an HNF4 transgene was only able to partially restore the insulin signaling response and not the defects in carbohydrate homeostasis in *sir2* mutants. This lack of complete rescue is not surprising, given that the Sirt1 family targets a large number of transcription factors, histones, and enzymes, providing multiple additional pathways for metabolic regulation. Moreover, the activity or target recognition of dHNF4 may be altered when it is hyperacetylated, in which case merely over-expressing this factor would not fully restore normal function. Future studies can examine more direct targets, both previously characterized and uncharacterized, for their functions in suppressing diabetes downstream of Sir2-dependent regulation.

Finally, *sir2* mutants represent a new genetic model for studying the age-dependent onset of phenotypes related to type 2 diabetes. We show that newly-eclosed *sir2* mutant adults are relatively healthy, with elevated levels of free glucose and glycogen but otherwise normal metabolic functions. Their health, however, progressively worsens with age, with two-week-old *sir2* mutants displaying lipid accumulation, fasting hyperglycemia, and reduced insulin signaling accompanied by insulin resistance. This is followed by the onset of glucose intolerance by three weeks of age. Previous studies of type 2 diabetes in *Drosophila* have relied on dietary models using wild-type animals that are subjected to a high sugar diet [31, 32]. Although this is a valuable approach to better define the critical role of diet in diabetes onset, it is also clear that the likelihood of developing type 2 diabetes increases with age. The discovery that *sir2* mutants display this pathophysiology provides an opportunity to exploit the power of *Drosophila* genetics to better define the mechanisms that lead to the stepwise onset of metabolic dysfunction associated with diabetes.

## Materials and Methods

### Fly stocks and maintenance

Flies were raised at 25°C on media containing 8% yeast, 6% glucose, 3% sucrose, and 1% agar in 1XPBS for all studies, with flies maintained at 18°C for genetic rescue studies. Adult ages are indicated in the figures and text and refer to the time period after eclosion from the pupal case. Males under *ad libitum* feeding conditions were used for all experiments unless otherwise indicated. For most fasting-re-feeding paradigms, flies were transferred to 1% agar in 1XPBS for 14–18 hours and re-fed on 10% glucose, 1% agar in 1XPBS for two hours. A transheterozygous combination of the *sir2*^*2A-7-11*^ and *sir2*^*4*.*5*^ deletion alleles was used for all mutant studies [20, 21]. These alleles, all GAL4 lines (except for the *dilp2-gal4>UAS-dcr2* line), and the rescue construct, were outcrossed to a *w*^*1118*^ control strain, which was then used as a genetically-matched control for all experiments where indicated. The RNAi lines for *sir2* (#32481) and *mCherry* (#35787) were obtained from the Bloomington Stock Center. Immunoprecipitation experiments for dHNF4 were performed on lines containing a transgenic genomic construct with dHNF4 carrying GFP and FLAG tags, driven by the endogenous *dHNF4* promoter (Bloomington #38649). This transgene fully rescues *dHNF4* mutant defects and was maintained in homozygous *sir2*^*2A-7-11*^ or wild-type genetic backgrounds.

### Metabolite assays

Samples of five flies each were collected at one or two weeks of age and washed in 1XPBS. For triglycerides, glucose, glycogen, and protein, samples were homogenized in 120 μL of 1XPBS. For fasting glucose measurements, samples were homogenized in 100 μL trehalase buffer, and for ATP assays, samples were homogenized in 100 μL 6M guanidine HCl, 100mM Tris pH 7.8, 4mM EDTA). Assays were performed as described [35].

### Western blots

Samples of ten flies were collected under the indicated conditions at one, two, or three weeks of age, and homogenized in 100 μL of RIPA buffer containing 1X protease inhibitors (Roche cOmplete Mini EDTA-free protease inhibitor tablets). For P-AKT westerns, the buffer also contained Calyculin A and okadaic acid. Equivalent amounts of protein were resolved by SDS-PAGE (10% acrylamide), transferred to PVDF membrane overnight at 4°C, and blocked with 5% BSA prior to immunoblotting. Western blots were probed with antibodies for P-AKT (1:1000, Cell Signaling #4060), pan-AKT (1:1000, Cell Signaling #4691), Tubulin (1:5000, Abcam #ab184613), dHNF4 (1:1000–1:2000, generated by L. Palanker-Musselman), Sir2 (1:50, Developmental Studies Hybridoma Bank #p4A10), and pan-acetyl-lysine (1:1000, Cell Signaling #9441). The westerns shown in the figures are representative of at least three biological replicates. Quantification was performed by measuring protein levels using ImageJ software. The values reported represent the mutant or experimental condition normalized to the control, unless otherwise specified. For P-AKT quantification, the ratio of P-AKT levels to total AKT levels was determined in refed *sir2* mutants or the experimental condition and controls using ImageJ. The data from the fasted state was not quantified for these studies because the small changes in the basal levels of P-AKT under these conditions (ranging from undetectable to low levels) results in large statistical fluctuations that are not meaningful.

### RNA-seq

RNA was isolated from control and *sir2* mutants at two weeks of age using Trizol extraction (Thermo Fisher) and the Qiagen RNeasy Mini Kit. Library generation (Illumina TruSeq RNA Sample Preparation Kit v2 with oligo dT selection) and sequencing (HiSeq 50 Cycle Single Read Sequencing v3) were performed by the High-Throughput Genomics core facility at the University of Utah. The Bioinformatics Core Facility at the University of Utah aligned this dataset to the genome, utilizing the Genome Build DM3 from April 2006. Cut-offs for significance were Log2 ratio ± 0.585 and p-value <0.05 (<0.005 in all cases but two). RNA-seq data from this study can be accessed at NCBI GEO (accession number: GSE72947).

### Statistics

A standard two-tailed Student’s *t*-test was used to determine significance on basic metabolite measurements (Fig 1; S1F Fig). GraphPad PRISM 6 software was used to plot data and perform statistical analysis on all other measurements. Pairwise comparison p-values were calculated using a two-tailed Student’s *t*-test, and multiple comparison p-values were calculated using two-way ANOVA or Bonferroni correction. For metabolomics, p-values reflect a standard two-tailed unpaired t-test after a Welch’s correction for different variances. For the starvation sensitivity experiment, the p-values reflect results from both a Log-Rank Mantel-Cox test as well as a Gehan-Breslow-Wilcoxon test. For gene-regulatory overlaps, the p-values reflect results from chi-square tests.

### Cloning

The *UAS-sir2* rescue construct was generated by PCR amplification of the *sir2* coding region using primers designed to incorporate a KpnI restriction site in the forward primer (CGCG**GGTACC**CCAAATGGGTGCGAAGCTGACG) and an XbaI site in the reverse primer (CGCG**TCTAGA**GGCCCTCGGCTACGATTTCGCAG). The template for this reaction was cDNA generated from wild-type RNA using the ProtoScript M-MuLV *Taq* RT-PCR Kit (NEB). The gel-purified PCR product was digested with KpnI and XbaI and inserted into the multiple cloning site of pUAST-attB. This construct was integrated into each of three attP sites that are predicted to be silent (attP40, attP2, attP3) using standard methods (BestGene Inc.) [36]. We then combined this transgene with our *sir2*^*2A-7-11*^ allele in order to study its effect in a transheterozygous *sir2* mutant background. Only the rescue line inserted on the third chromosome at attP2, however, had sufficiently low background levels of *sir2* expression to allow us to see changes in triglyceride levels and insulin signaling using tissue-specific GAL4 drivers, as shown in Figs 3C and S4B. Background expression from the *UAS-sir2* transgene in all three lines is sufficient to rescue the hyperglycemia of *sir2* mutants, preventing us from examining the tissue-specific regulation of this response in Fig 3.

### Northern blots

RNA was isolated from samples containing 10–15 flies using Trizol (Thermo Fisher). Males were used for all studies except for the *Act>sir2-RNAi* experiment in S4A Fig, as only females were obtained from this cross. Northern blot transfers and hybridizations were performed as previously described [37].

### Feeding rate assays

Feeding rates were measured by using radioactive media containing ~5,000 cpm/μL α-^32^P-dCTP in 8% yeast, 6% glucose, and 3% sucrose in 1% agar. Male flies at one or two weeks of age were fasted overnight and then allowed to re-feed on the labeled media for two hours, after which they were transferred to unlabeled food for 45 minutes and sorted into samples of five flies on ice. A scintillation counter was used to measure the radioactivity in each sample, and this value was used to determine the relative volume of media consumed.

### Starvation sensitivity assays

Groups of 197–198 flies of each genotype, at two or three weeks of age, were transferred to fresh food for about 12–24 hours, and then transferred to starvation media. Lethality was monitored every four to eight hours, with surviving flies transferred to fresh starvation media at least once over the course of the experiment.

### Glucose tolerance test

Flies at two or three weeks of age were fasted overnight for 15–18 hours prior to re-feeding on 10% glucose. After one hour, flies were transferred back to starvation media for either two or four hours. Samples were collected at each time point for glucose assays, which were performed as described [35].

### Insulin tolerance test

Bovine insulin (Sigma) was dissolved in 1% acetic acid at 1 mg/mL before dilution to between 0.5 nM-100 nM in 1XPBS and 5% food dye. Flies were fasted overnight (one week old flies) or 4 hours (two week old flies) prior to insulin/dye injection in the thorax, until the dye was visible throughout the head and abdomen. Injections were performed for 10–15 minute intervals followed by an additional 30 minute rest period prior to collection of protein samples for western blot analysis. Concentrations at 1 week of age were 100 nM, and at 2 weeks of age were 0.5–1.0 nM [31, 38].

### Assays for circulating glucose

To extract hemolymph, 30 one week old flies were punctured in the thorax between the head and wing junction using a tungsten needle and centrifuged at 9,000xg for five minutes through a Zymo-Spin IIIC filter (Zymo Research). These samples were diluted 1:100 in Trehalose buffer and heat treated at 70°C for five minutes. Final dilutions of 1:200 and 1:400 were used for glucose assays.

### ELISA assay for circulating Dilp2

ELISA assays were performed as described on one and two week old flies [23]. Heterozygous control and homozygous *sir2*^*2A-7-11*^ mutant lines were established that contained two copies of the transgenic *dilp2* construct carrying HA and FLAG tags, driven by the genomic *dilp2* promoter in a *dilp2* mutant background (Dilp2-HF). Ten flies were collected per sample. Undiluted circulating Dilp2-HF was measured from hemolymph samples and total Dilp2-HF levels were measured at a 1:10 dilution.

### Metabolomics

Samples of fifteen adult males at two weeks of age were snap-frozen in liquid nitrogen and prepared for analysis by gas chromatography-mass spectrometry (GC/MS) as described [35]. Each experiment was performed on six independent samples, and each experiment was repeated three times. The data presented reflect the combined replicates from all three experiments, normalized within each experiment, for a total of 17–18 biological replicates per group. In one experimental replicate we failed to detect DHAP, for which there are only 12 biological replicates per group.

### Immunoprecipitation

Samples were collected from control and *sir2*^*2A-7-11*^ homozygous lines at one week of age containing two copies of the *dHNF4-GFP-FLAG* genomic transgene. Ten flies were homogenized in 100 μL homogenization solution consisting of RIPA buffer with protease inhibitors (Roche cOmplete Mini EDTA-free protease inhibitor tablets). Mouse anti-FLAG antibody (Sigma #F1804) was added to this homogenate at a 1:500 dilution and incubated for one hour, rotating at 4°C. A 1:1 mixture of Protein A/Protein G Dynabeads (Life Technologies) was washed with 1 mL RIPA three times before being resuspended in homogenization buffer. The equivalent of 10–20 μL of the original volume of washed beads was added to each homogenate and incubated for an additional two hours, rotating at 4°C. Immunoprecipitates were then eluted according to standard procedures in 1X sample buffer with protease inhibitors. 5–7.5 μL of the resulting elutes were loaded into a 10% SDS-PAGE gel Proteins were resolved by SDS-PAGE and analyzed on western blots as described above.

## Supporting Information

S1 Fig *sir2* null mutants are sensitive to starvation and hyperglycemic. (A) A gene model for *sir2* is shown, with the coding region in black and non-coding regions in gray. The regions deleted in the *sir2*^*2A-7-11*^ and *sir2*^*4*.*5*^ alleles are shown in green. Expression of *sir2* from controls (red) and *sir2* mutants (blue) was determined by RNA-seq analysis, with the reads assembled using an integrated genomics viewer (IGV). There is no measurable expression of the *sir2* coding region in transheterozygous mutants. (B) *sir2* transcripts are also not detectable in *sir2* mutants by northern blot hybridization, using *rp49* mRNA as a loading control. (C,D) The survival of *sir2* mutants (*sir2 –*) on starvation media is similar to that of controls (cont) at two weeks of age (C), but is significantly reduced at three weeks of age (D). (E) *sir2* mutants display a normal feeding rate at both one and two weeks of age. (F) Circulating levels of glucose were measured in the hemolymph of *sir2* mutants at one week of age after 24 hours on 8% yeast 15% sugar media, demonstrating hyperglycemia.

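Alignments to *Sir2* remained in *sir2* mutants, but a stretch of the gene is shared with a neighbor on the other strand. On dm3 *Sir2* lies on the plus strand of chromosome arm 2L from 13165551 to 13169551 and has 3822 bp of exons in the deposited table. *DnaJ-H* (FBgn0032474), a gene for a heat shock cognate of the DnaJ family, lies on the minus strand from 13163291 to 13166072, so the 2 genes share 522 bp, from 13165551 to 13166072. *DnaJ-H* was at 212 ± 25.0 CPM in controls and 214 ± 18.1 CPM in mutants (SD, n = 4), a log2 fold change of 0.02 (adjusted p = 0.97 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other neighbors had log2 fold changes of 0.11 (*CG5204*), 0.26 (*Sfmbt*) and 0.0049 (*CG5439*), with adjusted p of 0.83, 0.099 and 0.99 from the same edgeR test. *Sfmbt* was called in 4 of 18 alternatives. Among them were the same edgeR test without mutant library 3 (adjusted p = 0.034) and without both libraries numbered 3 (adjusted p = 0.0195). Reads of *Sir2* and *DnaJ-H* in the shared stretch cannot be told apart without strand.

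**Figure D2:**
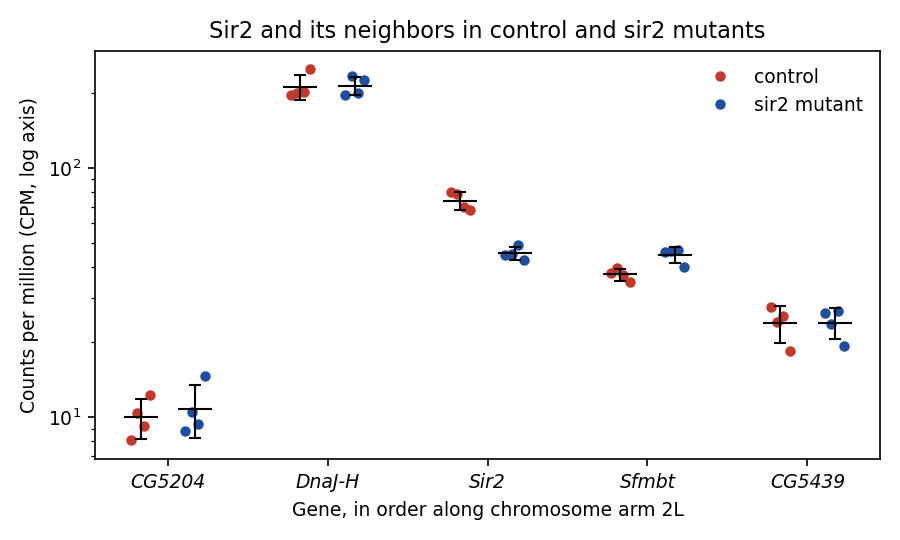
CPM (log axis) of *Sir2* and of the 2 genes on each side of it, in order along chromosome arm 2L. Points are the 4 control and 4 *sir2* mutant libraries, and horizontal lines with bars are the mean and SD. *Sir2* is at 42.7 to 49.1 CPM in mutants and 67.7 to 80.2 CPM in controls.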

(PDF)

S2 Fig Glucose metabolites accumulate in *sir2* mutants. Gas chromatography-mass spectrophotometry analyses was performed on controls (red) and *sir2* mutants (blue) at two weeks of age. The results of three experimental replicates are presented with the exception of dihydroxyacetone phosphate (DHAP), which was undetectable in the third experimental replicate. Sorbitol, a sugar alcohol derived from glucose, is elevated in *sir2* mutants, as is glucose-1-phosphate, an intermediate in glycogen metabolism. Glycolytic intermediates are also elevated, including glucose-6-phosphate, DHAP, phosphoenolpyruvate, and lactate. **p<0.005, ***p<0.0005.
(PDF)

S3 Fig Glucose-stimulated insulin secretion is unaffected in *sir2* mutants that display reduced insulin signaling. (A) RNA was isolated from controls (*cont*) and *sir2* mutants (*sir2 –*) at two weeks of age following a fasting-refeeding paradigm (–/+ glucose) and analyzed by northern blot hybridization. The reduced expression of the Foxo target gene *4EBP* in response to glucose refeeding is blunted in *sir2* mutants, indicative of reduced insulin signaling. (B,C) The non-normalized results of the ELISA assays shown in Fig 2F and 2G are depicted with the mean and ±SEM indicated. Each data point represents a single biological replicate (n = 10 flies/sample, n = 12–30 samples/group). As reported previously, circulating DILP2 levels increase during early adulthood [23]. This can be seen in both controls and *sir2* mutants between one to two weeks of age (fasted to fed). One week controls: 0.016±0.0017 to 0.027±0.0027, two weeks controls: 0.021±0.0043 to 0.042±0.006, one week *sir2* mutants: 0.0068±0.00093 to 0.016±0.0010, two week *sir2* mutants: 0.012±0.0022 to 0.027±0.0043 (two-way ANOVA p<0.0005 between one and two-week-old controls, p<0.0001 one and two-week-old *sir2* mutants). Controls and mutants show similar fold increases in circulating DILP2 in response to feeding, although *sir2* mutants show a slightly enhanced response: one week controls, 1.9-fold, two week controls, 1.7-fold; one week mutants, 2.4-fold, two week mutants, 2.0-fold (two-way ANOVA p<0.05 between fasted and fed controls, p<0.0001 between fasted and fed *sir2* mutants).
(PDF)

S4 Fig *sir2* RNAi results in a strong loss of gene function, and *sir2* rescue restores gene function. (A) *Act-GAL4* was used to drive ubiquitous expression of either *mCherry* (cont) or *sir2 UAS-RNAi* transgenes. Northern blot analysis of RNA isolated from females at two weeks of age following a fasting-refeeding paradigm (–/+ glucose), reveals no detectable *sir2* mRNA upon *sir2* RNAi. (B) GAL4 drivers for the fat body (*r4-GAL4*), muscle (*mef2-GAL4*), or IPCs (*dilp2-GAL4*) were used to express wild-type *UAS-sir2* in an otherwise *sir2* mutant background (black bars), with the GAL4 drivers alone in the mutant background as controls (white bars). Triglycerides were measured in extracts from these animals at two weeks of age and normalized to soluble protein levels (n = 6–15 for each group). Specific expression of wild-type *sir2* in the fat body of *sir2* mutants, but not in the muscle or IPCs, is sufficient to rescue the obese phenotype. (C) Triglycerides are reduced below those of both controls and *sir2* mutants when *UAS-sir2* is expressed in the fat body using the *r4-GAL4* driver (n = 5 for each group).
(PDF)

S5 Fig Sir2 regulates genes involved in metabolism and innate immunity. Gene ontology categories were derived from the *sir2* RNA-seq dataset using the online program DAVID [25]. Categories are divided into “Biological Process” and “Molecular Function”, for both the down-regulated and up-regulated genes. Only the top categories are listed and multiple identical categories are represented by a single entry. The down-regulated genes primarily fall into categories consisting of catabolic enzymes, represented by peptidases, mannosidases, and lipases. Up-regulated genes mainly fall in the innate immune response and stress-response categories.

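The alpha-mannosidase genes leaned lower in *sir2* mutants without passing the test, and genes of other detoxifying enzymes moved in both directions. Of 9 alpha-mannosidases, edgeR called 0 (0 when adjusted over the list alone; 2 at an unadjusted p under 0.05; 0 with DESeq2), and all 9 log2 fold changes were below 0, with a median of −0.22. *CG9465*, singled out after its value was seen, had the lowest, −1.97 (standard error 0.76). Of 15 UDP-glycosyltransferases, 3 were lower (5 when adjusted over the list alone), *Ugt36Ba* at −2.69, *Ugt35b* at −1.20 and *Ugt36Bc*, which went from 138 ± 32.2 to 54.8 ± 4.73 CPM (SD, n = 4). Of 21 glutathione S-transferases, 1 was lower and 2 higher (1 and 2 when adjusted over the list alone), *GstD8* at −1.01, *GstE1* at 1.27 and *GstE6* at 0.70. The adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.20 for *CG9465*, 0.0044 for *Ugt36Bc*, 0.0143 for *GstD8*, 0.0170 for *GstE1* and 0.0076 for *GstE6*. In Fisher's exact test the adjusted p was 1 for lower mannosidases, 0.11 for lower UDP-glycosyltransferases and 0.12 for higher glutathione S-transferases. The UDP-glycosyltransferases reached 0.0077 without control library 3 and 0.035 at the paper's thresholds, and the glutathione S-transferases 0.00050 without mutant library 3 and 0.034 without control library 1. Camera gave an adjusted p = 0.12 with an estimated correlation for the UDP-glycosyltransferases and 0.33 for the glutathione S-transferases. *Ugt35b* lost its edgeR call without mutant library 1 or 2 or control library 0, 1 or 2 (adjusted p up to 0.14), *Ugt36Ba* without any 1 library but control library 3 (up to 0.13), and *GstD8* and *GstE1* without mutant library 1 or 2 or control library 2 (up to 0.063 and 0.066). The mannosidases lay above the mean of their group in both libraries numbered 3, by a median log2 value of 0.70 in the mutant and 0.31 in the control, and without these 2 libraries 2 were lower, as were 6 UDP-glycosyltransferases, and 7 glutathione S-transferases were higher and 1 lower. The paper chose this class from these samples, so its direction here is not independent evidence.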

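The immune-induced molecule (IM) peptides, which follow Toll signaling, were more often higher in *sir2* mutants than other genes, 3 of 5 Turandot stress genes were lower, and most antimicrobial peptide genes did not pass the test. Of 7 IM genes, 6 were higher (6 when adjusted over the list alone), with log2 fold changes of 0.82 (*IM3*), 0.74 (*IM4*) and 0.89 (*IM14*), and *IM4* went from 175 ± 13.9 to 293 ± 37.0 CPM (SD, n = 4). Of 16 antimicrobial peptide genes, 1 was higher (1 when adjusted over the list alone), *Def*, while the list median was −0.23, and, picked after their values were seen, *Drs* was at 0.85 (standard error 0.39) and *dro5* at −0.81 (standard error 0.28). The Turandot genes that were lower numbered 3 (4 when adjusted over the list alone), among them *TotA*, which went from 755 ± 407 to 154 ± 45.9 CPM (SD, n = 4). Of 15 heat shock protein genes, 1 was higher, *Hsp26* (0.86), or 5 when adjusted over the list alone. Of 10 peptidoglycan recognition protein genes edgeR called 0 (0 when adjusted over the list alone; 1 at an unadjusted p under 0.05; 1 lower with DESeq2). The adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0057 for *IM4*, 0.0041 for *Def*, 0.0171 for *TotA*, 0.0491 for *Hsp26*, 0.30 for *Drs* and 0.16 for *dro5*.
Fisher's exact test gave an adjusted p of 8.9e-10 for higher IM genes, 0.0051 for lower Turandot genes, 0.57 for higher heat shock genes and 0.57 for higher antimicrobial peptide genes, and camera gave an adjusted p = 0.037 with an estimated correlation for the IM genes and 0.12 for the Turandot genes. For the antimicrobial peptide genes camera's direction was up although the list median was below 0 (adjusted p = 0.86 with an estimated correlation). The Turandot call was lost without mutant library 1, 2 or 3 (0.44, 0.53 and 0.10) and without control library 2 (0.46), and the heat shock genes reached 0.0014 without mutant library 3 and, with 6 called higher, 8.5e-05 with DESeq2, but did not pass camera (adjusted p = 0.28 with an estimated correlation). *Hsp26* lost its edgeR call without mutant library 0 or 2 or control library 0, 1 or 2 (adjusted p up to 0.14), and *TotA* without mutant library 1 or 2 or control library 2 (up to 0.076). Whether reads are shared between *TotA* and *TotC*, or between short IM genes, was not tested, as no sequences were compared. Antimicrobial peptide genes lay below the mean of their group in both libraries numbered 3, by a median log2 value of −0.71 in the mutant and −1.22 in the control, and without these 2 libraries 2 were lower and 1 was higher. Without them 6 IM genes and 6 heat shock genes were higher, 3 Turandot genes were lower, and 2 peptidoglycan recognition protein genes were lower and 1 higher. The paper derived these categories from the same samples, so the counts are not independent evidence of a direction.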

(PDF)

S6 Fig Sir2 functions are mediated by its protein target dHNF4. (A) A northern blot hybridization was performed on RNA isolated from two independent replicates of control (cont) and *sir2* mutants (*sir2 –*) at 1 or 2 weeks of age, probed to detect *dHNF4*, *sir2*, and *pepck* mRNA. Levels of *dHNF4* and *pepck* mRNA are reduced in *sir2* mutants, although *pepck* is more severely affected. The ratio of *dHNF4* mRNA levels to *rp49* levels in each sample was quantified using data from three independent experimental replicates. The fold change between these ratios in *sir2* mutants and controls is as follows, representing the mean ± SEM: one week 0.7±0.1 (NS), two weeks 0.6±0.09 (p = 0.05). The ratio of *pepck* mRNA levels to *rp49* levels in each sample was quantified using data from three independent experimental replicates. The fold change between these ratios in *sir2* mutants and controls is as follows, representing the mean ± SEM: one week 0.4±0.009 (p = 0.0002), two weeks 0.6±0.09 (p = 0.052). (B) NCBI BLAST alignment of the region in the *Drosophila* (*Dm*) and human (*Hs*) HNF4 sequence shows the conserved lysine residues that are acetylated by p300/CREB in humans (highlighted in yellow). (C,D) Overexpression of *dHNF4* using two copies of the *dHNF4-GFP-FLAG* transgene in an otherwise wild-type animal (control, white bars) or *sir2* mutants (*sir2 –*, black bars) has no effect on the hyperglycemia (C) or high glycogen levels (D) in mutants. Glucose and glycogen were measured at two weeks of age and are normalized to soluble protein levels (n = 6 samples per group). *p<0.05, **p<0.005.
(PDF)

S1 Table List of genes from RNA-seq that display differential abundance between *sir2* mutants and matched controls, meeting a cutoff of a Log2 ratio ± 0.585 (± 1.5 fold) and p-value <0.05.

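Genes of the list kept their direction in the edgeR fit, and most passed its test. Of the paper's 312 down-regulated and 88 up-regulated genes, 310 and 87 matched genes that were tested, and all of these had the paper's direction. Of the 310 and 87, 192 and 59 were called, at an adjusted p under 0.05 alone and also with the paper's fold threshold. Those not called numbered 118 and 28, with a median adjusted p of 0.16 and 0.097 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test also called 301 lower and 84 higher genes outside the list, of which 96 and 19 passed the paper's fold threshold. *Akh*, which encodes the adipokinetic hormone that mobilizes fat and sugar stores, was 1 of these, at 9.69 ± 1.23 CPM in controls and 14.7 ± 2.03 CPM in mutants (SD, n = 4), a log2 fold change of 0.61 (adjusted p = 0.0303 from edgeR). Its call was lost without mutant library 1 or 2 or control library 0, 1 or 2 (adjusted p up to 0.094 from edgeR). Without mutant library 1, 126 lower and 38 higher genes of the list were called, and 38 higher genes without control library 1 or control library 2, a check added after the data were seen. The list was made from these same libraries, so the overlap is a check of the calculation and not independent evidence. Its ratios were differences of variance-stabilized values, which correlated across genes (not independent replicates) with the same quantity recomputed from the counts at a Pearson r of 0.9999, and with the edgeR log2 fold changes at 0.945.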

# Supplementary material for: Sir2 Acts through Hepatocyte Nuclear Factor 4 to maintain insulin Signaling and Metabolic Homeostasis in Drosophila
**Source:** PLoS Genet. 2016 Apr 8;12(4):e1005978. doi: 10.1371/journal.pgen.1005978
**Supplement:** S5 Fig — Gene ontology categories were derived from the sir2 RNA-seq dataset using the online program DAVID [25]. Categories are divided into “Biological Process” and “Molecular Function”, for both the down-regulated and up-regulated genes. Only the top categories are listed and multiple identical categories are represented by a single entry. The down-regulated genes primarily fall into categories consisting of catabolic enzymes, represented by peptidases, mannosidases, and lipases. Up-regulated genes mainly fall in the innate immune response and stress-response categories.

DOWN	Category	# Genes	p-value	Benjamini
Biological Process	Proteolysis	47	4.80E-13	2.50E-10
	Oxidation reduction	39	1.90E-10	5.10E-08
	Defense response	16	1.60E-06	2.80E-04
	Aminoglycan metabolic process	11	5.10E-04	6.60E-02
	Xenobiotic metabolic process	4	6.00E-04	6.10E-02
	Mannose metabolic process	4	8.40E-04	7.20E-02
	Polysaccharide metabolic process	11	9.20E-04	6.80E-02
Molecular Function	Serine-type peptidase activity	32	2.30E-11	6.40E-09
	Endopeptidase activity	39	3.40E-11	3.10E-09
	Peptidase activity	47	4.90E-11	3.40E-09
	Serine-type endopeptidase activity	30	5.50E-11	3.00E-09
	Peptidase on L-amino acid peptides	45	9.50E-11	4.30E-09
	Carbohydrate binding	20	2.70E-07	1.10E-05
	Lipase activity	11	8.80E-05	3.00E-03
	Heme binding	13	2.00E-04	6.00E-03
UP	Category	# Genes	p-value	Benjamini
BP	Defense response	10	2.20E-07	2.70E-05
MF	Glutathione transferase activity	4	6.50E-04	5.20E-02

Supplemental Figure 5

How the deposited data were processed for this re-analysis (not part of the article)

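RNA was isolated from control and *sir2* mutant flies at 2 weeks of age, with 4 samples per genotype. The 8 libraries were selected with oligo dT and sequenced as single reads without strand. The authors aligned the reads to dm3 with Novoalign, counted alignments per gene and compared the genotypes with DESeq. The submitters' notes name DESeq, Novoalign and dm3, and versions and the gene annotation release are not given in the sources used here. The deposited counts are the number of alignments that overlap a gene by at least 1 base pair, with no normalization. The deposited log2 ratio is the authors' difference of variance-stabilized means, and the deposited ratio (fold change) is that value taken out of the log. The authors' score is −10 times the log10 of the adjusted p from DESeq, and the deposited p-value column holds that adjusted p. These columns were used only to set the authors' calls and log2 ratios beside those computed here. The columns of the authors' test of exon use were not used. A further 16 columns of per-library values (FPKM and variance-stabilized values) were not used. Counts are over whole genes, and genes that overlap on opposite strands were counted without strand.

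The total counts per library were 19960357 to 26977171 in controls (median 20781054) and 18135191 to 29613656 in mutants (median 21662144). The 10 most abundant genes held 5.57 to 7.12% of the counts of a library. Every gene of the table had at least 51 counts over the 8 libraries, so genes below that level are not described. The table numbers libraries from 0 to 3 in each group while the sample labels number replicates from 1 to 4, and the 2 sets of numbers were not matched, because only the group of each column is given.

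Counts were analysed with edgeR 4.0.16 in R 4.3.3. Of 12398 genes, 24 were removed by filterByExpr and 12374 were tested. TMM factors were used, and the quasi-likelihood fit had genotype as its only term. p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05. The paper's thresholds add an absolute log2 fold change of at least 0.585. It was taken here on edgeR's log2 fold change and by the authors on their difference of variance-stabilized means. The biological coefficient of variation was 0.149. Of the genes tested, 1636 had mutant and control libraries that did not overlap in CPM, which is 13.2%, where chance gives 2.86%. The same steps were tested on simulated counts of 12374 genes drawn from the means, dispersions and library sizes of the *sir2* mutant and control libraries. edgeR recovered 26 of 50 genes changed by 1.5-fold, 43 of 50 changed by 2-fold, 49 of 50 changed by 4-fold and 50 of 50 changed by 8-fold, with 7 false calls. Each simulated library was drawn independently, without the structure that the real libraries numbered 3 share. Recovery and false calls in the real data can therefore differ from these. DESeq2 1.42.0 and limma 3.58.1 were used for alternatives, and the FPKM values for limma were recomputed from the counts, the exonic lengths and the column totals, with a pseudocount of 1 or 0.1.

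The tests, alternatives, gene lists and the rule for named genes were set before the data were examined, but after the paper's S1 Table had been read. The rule named 5 genes whose mRNA the paper discusses, the 10 genes with the largest increase and the 10 with the largest decrease among called genes with a mean of at least 50 counts and no overlap between the groups, up to 3 called genes with the smallest p from each list, and the 2 genes on each side of *Sir2*. It gave 76 genes, and 53 of them are in S1 Table. Other list members named beside a count were chosen after their values were seen. There were 30 lists, of families matched by symbol and of pathway and tissue markers, and 23 listed names matched no gene of the table. Of 12398 gene identifiers, 11423 were found in the reference table of gene names. Lists were tested with a one-sided Fisher's exact test for lower and for higher genes, adjusted over the 60 tests, and with camera at a preset correlation of 0.01 or an estimated one. Of the enriched lists, the immune-induced molecules and the lysozymes and lectins also passed with an estimated correlation, and so did the fat body markers, which Fisher's exact test did not call. The samples were whole flies, so each tissue's markers are part of what was sampled. Positions were tested with a one-sided Fisher's exact test of calls within 2 Mb of *Sir2* on chromosome arm 2L and of calls on chromosome 2. Coordinates are those of the deposited table on dm3. Tables were joined with pandas 2.3.3 and SciPy 1.17.1 in Python 3.11.15.

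Alternatives were DESeq2 size factors or upper-quartile factors in edgeR, the DESeq2 test, no filter (12398 genes) or at least 10 counts in every library of 1 group (12331 genes), removal of 119 mitochondrial and non-coding genes, limma on FPKM, the replicate number as a block, leaving out each library, camera, other windows and other thresholds on calls. Gene sets regulated by DHR96, foxo and dHNF4 mutants were not used here.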

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

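The tests of explanations for the *Sir2* alignments and for the spread of the libraries were chosen after those results were seen. Of 154 groups of libraries, 9 held a library far from the others by Dixon's ratio at its 5% threshold, where chance gives about 1 in 20; 5 of the 9 were in libraries numbered 3. In control libraries, *CG5162* was at 804 CPM in library 0 against 686 to 705 in the others (ratio 0.840), *DnaJ-H* at 249 CPM in library 3 against 197 to 201 (0.916), and library 0 had the largest total count, 26977171 (0.835). In mutant library 3, *CG5162* was at 490 CPM against 362 to 381 in the other mutants (0.847), *Obp99d* at 4.05 against 9.25 to 10.2 (0.845), *Sfmbt* at 39.9 against 46.2 to 46.9 (0.897), and *TotX* at 29.0 against 11.6 to 12.9 (0.923). In mutant library 0, *GstD8* was at 4.36 CPM against 2.66 to 2.76 (0.941) and *TotC* at 116 against 49.1 to 55.9 (0.899). *Akh* was higher in mutants by a log2 fold change of 0.61 and is not in the paper's S1 Table. The authors' deposited ratio for *Akh*, 0.506, is below the paper's fold threshold.

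Alignments to *Sir2* were counted in the mutants at 61.5% of the control CPM. A swap of libraries between the groups is argued against, since the lowest control library had 1.38 times the CPM of the highest mutant library. Reads of *DnaJ-H* are a candidate explanation: spread evenly over the 2151 bp of its exons, they would give 98.8 to 128% of the *Sir2* counts of the mutant libraries and 59.6 to 89.2% of those of the control libraries, although even coverage was assumed. On that assumption most control counts would also be *DnaJ-H* reads, so the 61.5% does not measure how much *Sir2* transcript is left. Transcripts of the part of *Sir2* outside the deletions, the biological explanation, cannot be told apart from this in the counts, because none are given per exon. The paper's northern blots showed no detectable *sir2* transcript in the mutants.

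Both libraries numbered 3 stood apart on the first principal component by 40.9 units on average. Library size and gene length are argued against, since 100.2% of that gap was kept after thinning every library to about 18134496 counts and 97.85% after removal of the trend with exonic length. Whether both held a larger share of midgut tissue was not decided. Midgut markers other than proteases lay at median log2 values of −0.0169 (standard error 0.059) and −0.15 (standard error 0.097) from their group mean. These are for the mutant and the control library, against 0.69 and 0.64 for the proteases. Other lists lay above their group mean in both: alpha-mannosidases (0.698 and 0.307), lipases (0.299 and 0.2) and lysozymes and lectins (0.197 and 0.173). How far the midgut markers, which include transcription factors, track midgut share in whole flies was not checked. A batch shared by both libraries may be involved, as their deviations from the group means correlated at 0.7436 across genes (not independent replicates), but it cannot be told apart from other differences in collection, because no batch is named for the samples and libraries 1 and 2 do not pair. Seminal fluid protein genes and testis markers also lay above their group mean in both libraries numbered 3. Their median log2 values were 0.645 and 0.386 in the mutant and 0.37 and 0.498 in the control. The design names no condition that separates these libraries, and no biological explanation other than midgut share was tested.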

How the results depend on the processing

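The fit without both libraries numbered 3, the overlap with S1 Table under the block and without 1 library, and chromosome 2 against chromosome 3 were chosen after seeing the data. Counts of lower and higher genes at an adjusted p under 0.05 (493 and 143) stayed within 1.5 times under other scalings, filters, removal of mitochondrial and non-coding genes, and limma. They were 913 and 436 with DESeq2, 1204 and 603 without both libraries numbered 3, and 227 to 695 and 60 to 258 without 1 library. At the paper's thresholds (288 and 78) they were 533 and 162 without both libraries numbered 3, 50 and 8 when edgeR tested against a 1.5-fold change, and 160 to 403 and 47 to 121 without 1 library, and DESeq2 gave 120 higher. List enrichments numbered 9, against 17 without both libraries numbered 3, 19 with camera at a preset correlation, 3 with an estimated one, and 4 to 14 without 1 library. Called genes of S1 Table were 126 to 221 lower and 38 to 70 higher without 1 library. The lowest of these counts came without mutant library 1 or 2 or control library 1 or 2, and the highest without a library numbered 3. The cause of these changes was not tested.

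With the replicate number as a block, 1390 and 651 genes were called, 506 and 136 at the paper's thresholds, 17 list enrichments, and 300 lower genes of S1 Table. The deviations of same-numbered libraries correlated at 0.6465, 0.01585, 0.002485 and 0.7436 for numbers 0, 1, 2 and 3. Libraries 0 and 3 of the mutants correlated best with control libraries 0 and 3, but mutant libraries 1 and 2 with control libraries 3 and 1. The numbers therefore do not pair all samples, and a pairing of some of them is left open. *Sir2* stayed called in every alternative, with log2 fold changes of −0.74 to −0.66. Of 67 other named genes that were called, none turned direction; 0 lost the call with DESeq2, 6 and 7 with limma, and 0 to 27 without 1 library. Uncalled genes near 0 changed sign: *CG5204* (−0.056 to 0.23 without 1 library), *CG5439* (−0.10 to 0.095 without 1 library, −0.012 without both libraries numbered 3), *DnaJ-H* (−0.028 to 0.10 without 1 library) and *Pepck* (−0.075 to 0.32 without 1 library). The odds ratio of a call within 2 Mb of *Sir2*, 0.86, was 1.22 at the paper's thresholds and 1.08 within 5 Mb, none of them past its test. At this depth and replicate number, 52% of simulated 1.5-fold changes were recovered, in libraries drawn without shared structure, so smaller changes can be missed. Depth alone was not varied.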

Differences from the paper's values

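None of the differences below depends on a test chosen after the data were seen, except where stated. The paper's fold change of *pepck* mRNA in *sir2* mutants at 2 weeks, from northern blots and scaled to *rp49* mRNA, is 0.6 ± 0.09 (SEM). In the RNA-seq counts *Pepck* was at 1.05-fold of control (1260 ± 284 CPM in mutants and 1203 ± 399 CPM in controls; SD, n = 4). The 2 values lay over 1.5 times apart under every alternative set before the data were examined, with folds of 0.95 to 1.25, and whether the northern blots used the same RNA is not stated. For *dHNF4*, where the paper gives 0.6 ± 0.09 (SEM), the counts gave 0.872-fold (log2 fold change −0.20, standard error 0.07, adjusted p = 0.165 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This is a smaller decrease than the paper's and did not pass the test, although the 2 values lay within 1.5 times of each other.

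The paper states, from RNA-seq and northern blots, that *sir2* is not expressed in the mutants, and that its coding region has no measurable expression. The deposited counts of the whole gene gave 45.5 CPM in mutants, with values lower in each mutant library than in any control library, and they include non-coding parts and a stretch shared with *DnaJ-H*. The paper names mannosidases and lipases among the down-regulated categories. Its S1 Table holds 4 of the 9 mannosidases and 13 of the 47 lipases tested here. All genes matched from that table kept its direction in the edgeR fit, called or not. Here 0 of 9 mannosidases and 6 of 47 lipases were called, with an adjusted p of 0.063 for the lipases in Fisher's exact test; the lipases passed with DESeq2 (0.0096), at the paper's thresholds (0.035) and with camera at a preset correlation (0.00011), but not with camera at an estimated one (adjusted p = 0.28 with an estimated correlation). They also passed without both libraries numbered 3 (3.7e-07), where 2 mannosidases were called, a setting chosen after seeing the values. The paper places up-regulated genes mainly in innate immune and stress categories, and its S5 Fig lists defense response among both the down-regulated and the up-regulated categories. Here immune genes were likewise called in both directions: 6 of 7 IM genes and *Def* were higher and 6 of 17 lysozymes and lectins were lower. Of the stress genes, *Hsp26* was higher and 3 of 5 Turandot genes were lower. The paper's counts of down-regulated and up-regulated genes, 312 and 88, stand against 288 and 78 here, with its fold threshold applied to edgeR's log2 fold changes. From the authors' deposited ratios and adjusted p they are 310 and 87 among the genes tested.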

Other observations

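The tests of explanations for the excess on chromosome 2 and the other splits of the libraries were chosen after the results were seen. Hemocyte and muscle markers were more often lower in *sir2* mutants than other genes in Fisher's exact test, and photoreceptor genes more often higher. None of these 3 calls held in camera when the correlation was estimated (adjusted p = 0.084 with an estimated correlation for hemocytes, 0.28 for muscle and 0.26 for photoreceptors), and the muscle call ended in 6 of 8 single removals. Of 10 hemocyte markers, 5 were lower (6 when adjusted over the list alone), including the phagocytosis receptors *nimC1* (log2 fold change −1.62) and *nimC2* (−1.81) and the peroxidasin gene *Pxn* (−0.76), and also *CG8193* (−0.88) and *eater* (−1.20, a phagocytic receptor), named after their values were seen, with an adjusted p of 0.00039 in Fisher's exact test. *nimC1*, *nimC2* and the higher gene *nimC4* start at 13974117, 13980146 and 14047584 on 2L, near *Sir2* (13165551 to 13169551). An effect on them of background linked to *sir2* was not tested. Of 16 photoreceptor genes, 4 were higher and 1 lower (8 and 2 when adjusted over the list alone), the rhodopsins *Rh5* (1.13) and *Rh4* (0.56), *inaD* (0.35) and *trp* (0.43) higher and *retinin* (−1.22) lower, the last 2 named after their values were seen, at an adjusted p of 0.00039 in Fisher's exact test, 0.41 without mutant library 1, and 0.34 with calls at the paper's thresholds. Of 19 muscle genes, 4 were lower and 1 higher (7 and 2 when adjusted over the list alone), the troponin C gene *TpnC4* (−0.93), the tropomyosin genes *Tm1* (−0.29) and *Tm2* (−0.35) and *up* (−0.35) lower and *Act88F* (1.90) higher, the last 2 named after their values were seen, at an adjusted p of 0.040 in Fisher's exact test, and 0.44, 0.99 and 1 without mutant libraries 0, 1 and 2 and 0.36, 1 and 1 without control libraries 0, 1 and 2, and 0.94 with calls at the paper's thresholds. Of 9 fat body markers, 2 were lower (6 when adjusted over the list alone), at an adjusted p of 0.20 in Fisher's exact test, 0.0050 without mutant library 3, 0.0018 with DESeq2, and an adjusted p = 0.037 with an estimated correlation. Of 44 seminal fluid protein genes, *Acp26Ab* (−0.70), *Sfp38D* (−0.72) and *Sfp53D* (−0.75) were lower, 3 in all (3 when adjusted over the list alone), at an adjusted p of 0.64 in Fisher's exact test and 0.00021 without mutant library 3, and an adjusted p = 0.70 with an estimated correlation. These genes lay 0.65 and 0.37 above their group mean (median log2 value) in mutant and control library 3, and 20 were lower without both. Without both libraries numbered 3, 6 hemocyte, 7 muscle and 5 fat body markers and 1 photoreceptor gene were lower, and 8 photoreceptor and 3 muscle genes were higher.

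Several of these genes lost their edgeR calls when 1 library was left out. They were *eater*, *trp*, *up* and *Tm1* without mutant library 0, 1 or 2 or control library 0, 1 or 2 (adjusted p up to 0.10, 0.12, 0.13 and 0.11), *Act88F* without any but mutant library 3 (up to 0.14), *retinin* without mutant library 0, 1 or 2 or control library 1 or 2 (up to 0.12), and *Tm2* and *inaD* without mutant library 1 or 2 or control library 1 or 2 (up to 0.070 and 0.063). *Rh4* lost its edgeR call without mutant library 1 (adjusted p = 0.0502), *Acp26Ab* without mutant library 1 or 2 or control library 0, 1 or 2 (up to 0.10), *Sfp38D* without mutant library 0, 1 or 2 or control library 0 or 2 (up to 0.083), and *Sfp53D* without mutant library 0 or 1 or control library 0, 1 or 2 (up to 0.089).

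The list of insulin and FOXO signaling genes also held *Akh*, the gene for adipokinetic hormone, which is not part of the insulin cascade. Of its 24 genes, *Akh* was the only 1 that edgeR called, and it was higher (5 when adjusted over the list alone). For higher genes the adjusted p was 0.64 in Fisher's exact test, and 17 of the 24 values were above 0. That p was 0.0065 without mutant library 3 and 0.0071 with DESeq2, which called 5 higher, and camera gave 0.014 at the preset correlation and an adjusted p = 0.47 with an estimated correlation. Without both libraries numbered 3, 5 were higher (adjusted p of 0.020 in Fisher's exact test). *Thor*, which encodes 4EBP, was at a log2 fold change of 0.57 (standard error 0.14, adjusted p = 0.054 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and passed the test only without mutant library 3 among the single removals (adjusted p = 0.020 from edgeR). It was called in 4 of 18 alternatives, among them the fit without both libraries numbered 3 (adjusted p = 0.0072 from edgeR). Of 36 odorant-binding protein genes, 1 was lower and 2 higher (9 and 3 when adjusted over the list alone), *Pbprp5* (−1.27) and, higher, *Obp56d* (1.02) and *Obp99d* (1.35), of which *Obp99d* lost its edgeR call without any 1 library numbered 0, 1 or 2 (adjusted p up to 0.083). For lower odorant-binding genes the adjusted p was 1 in Fisher's exact test and 0.0075 without both libraries numbered 3, where 10 were lower and 3 higher, and camera gave an adjusted p = 0.54 with an estimated correlation. Of 21 genes of fatty acid beta-oxidation, 2 were lower, *CG4594* (−0.47) and *CG17544* (−0.59), or 2 when adjusted over the list alone, and *CG4594* lost its edgeR call without mutant library 0, 1 or 2 or control library 0 or 1 (adjusted p up to 0.085) and *CG17544* without any 1 library but mutant library 0 or control library 3 (up to 0.13). Of 16 genes of fatty acid and triglyceride synthesis edgeR called 0 (0 when adjusted over the list alone; 4 at an unadjusted p under 0.05; 1 lower and 1 higher with DESeq2). Of 87 ribosomal protein genes 1 was lower, *RpS15Ab* (−0.54), or 1 when adjusted over the list alone, while 75 of the 87 values were above 0 (median 0.08), and camera's direction was up, with an adjusted p of 0.0044 at the preset correlation and an adjusted p = 0.71 with an estimated correlation. *RpL32* was at 0.09 (adjusted p = 0.69 from edgeR). Of 7 Malpighian tubule genes 1 was lower, *Irk3* (−0.74), or 1 when adjusted over the list alone. edgeR called 0 of 12 mitochondrial genome transcripts (2 at an unadjusted p under 0.05), 0 of 17 testis genes (0) and 0 of 5 female genes (1), and when adjusted over the list alone 0, 0 and 1 lower; DESeq2 called 0, 0 and 1 lower. The female genes had a median log2 fold change of 0.16 although camera's direction for them was down (adjusted p = 0.86 with an estimated correlation). Without both libraries numbered 3, 2 beta-oxidation genes and 1 synthesis gene were lower, and 3 beta-oxidation, 3 synthesis and 2 testis genes were higher.

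Genes on chromosome 2, which carries *sir2*, were called more often, 310 of 4834 (6.41%) against 326 of 7540 elsewhere (4.32%), an odds ratio of 1.52 (95% interval 1.29 to 1.78, one-sided Fisher's exact test p = 2.3e-07). Few calls on the X chromosome, 48 of 1946, are argued against as the whole cause, since the odds ratio against chromosome 3 alone was 1.29 (95% interval 1.09 to 1.53). Background linked to *sir2* may contribute and cannot be told apart from other causes, since the odds ratio within 2 Mb of *Sir2* against the rest of chromosome 2 was 0.67 with a 95% interval that includes 1 (0.36 to 1.13, 15 calls). A difference between the chromosomes of the 2 strains was not tested.

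Of the 35 splits of the 8 libraries into groups of 4, 2 gave at least as many called genes as the real split. They were the real one with 636 and another with 2370. The split with 2370 set mutant libraries 1, 2 and 3 with control library 3 against the others, which points to a structure of the samples. It still parted most mutant libraries from most control libraries, so its calls can include genotype differences. All the other splits called no gene. At the paper's thresholds the same split gave 379 genes against the real 366. These splits therefore cannot measure chance, which was not excluded. For list enrichments the real split gave 9 and the highest other 5, 1 split of 35 in all. However, 33 of the 34 other splits called no gene and so could have no enriched list, which leaves too few splits for this test to decide.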
